# NuRD‐independent Mi‐2 activity represses ectopic gene expression during neuronal maturation

**DOI:** 10.15252/embr.202255362

**Published:** 2023-02-01

**Authors:** Gabriel N Aughey, Elhana Forsberg, Krista Grimes, Shen Zhang, Tony D Southall

**Keywords:** chromatin, differentiation, *Drosophila*, neurons, NuRD, Development, Neuroscience

## Abstract

During neuronal development, extensive changes to chromatin states occur to regulate lineage‐specific gene expression. The molecular factors underlying the repression of non‐neuronal genes in differentiated neurons are poorly characterised. The Mi2/NuRD complex is a multiprotein complex with nucleosome remodelling and histone deacetylase activity. Whilst NuRD has previously been implicated in the development of nervous system tissues, the precise nature of the gene expression programmes that it coordinates is ill‐defined. Furthermore, evidence from several species suggests that Mi‐2 may be incorporated into multiple complexes that may not possess histone deacetylase activity. We show that Mi‐2 activity is required for suppressing ectopic expression of germline genes in neurons independently of HDAC1/NuRD, whilst components of NuRD, including Mi‐2, regulate neural gene expression to ensure proper development of the larval nervous system. We find that Mi‐2 binding in the genome is dynamic during neuronal maturation, and Mi‐2‐mediated repression of ectopic gene expression is restricted to the early stages of neuronal development, indicating that Mi‐2/NuRD is required for establishing stable neuronal transcriptomes during the early stages of neuronal differentiation.

## Introduction

Neuronal development involves the transition of multipotent precursor cells into highly specialised neurons with distinct morphological and biochemical characteristics. Extensive gene expression changes accompany the differentiation of precursors into specialised cell‐types. These gene expression changes are underpinned by a dynamic chromatin environment in which regulation of nucleosome positioning and histone modifications ensures appropriate transcriptional responses. Whilst recent studies have provided illuminating descriptions of changes to chromatin accessibility and histone modifications during the process of neuronal differentiation (Aughey *et al*, 2018; Preissl *et al*, 2018; Ziffra *et al*, 2021; Janssens *et al*, 2022), the chromatin‐interacting complexes that affect these changes are not well defined.

The Mi‐2/NuRD complex is a multiprotein chromatin remodelling complex that influences gene expression via two separate enzymatic activities; ATP‐dependent nucleosome remodelling and histone deacetylation (Tong *et al*, 1998; Wade *et al*, 1998; Xue *et al*, 1998; Zhang *et al*, 1998). These activities are mediated by enzymes found in two distinct subunits. The nucleosome remodelling subunit, Mi‐2, is a well‐conserved ATP‐dependent nucleosome remodeller (CHD4 in mammals). While histone deacetylation is conferred by a separate HDAC (histone deacetylase) enzyme. NuRD components are widely conserved and broadly expressed in most metazoan tissues, reflecting the important role of the complex in gene regulation. NuRD has been reported to have critical roles in developmental processes (e.g. in muscle (Gomez‐Del Arco *et al*, 2016) and haematopoietic (Yoshida *et al*, 2008) cell differentiation), as well as regulation of pluripotent cell reprogramming (Rais *et al*, 2013).

Mi‐2/NuRD complexes have critical roles in neurodevelopment and have been implicated in the aetiology of neurodevelopmental disorders (Hoffmann & Spengler, 2019). A recent study showed that Mi‐2 is required in *Drosophila* neuronal lineages to deactivate notch‐responsive stem cell enhancers in neuronal progeny, thereby ensuring the fidelity of differentiated cell fate in neurons (Zacharioudaki *et al*, 2019). Similarly, NuRD was shown to deactivate gene expression by acting on promoters of presynaptic genes to promote synaptic connectivity (Yamada *et al*, 2014). These studies suggest a predominantly suppressive role for NuRD in the regulation of gene expression. Whilst this is consistent with early models of NuRD activity as a repressive complex, more recent studies have presented a more nuanced role for NuRD in modulating gene expression, which may be neither activating or repressive, but acting to fine‐tune gene expression and reduce transcriptional noise (Bornelov *et al*, 2018; Burgold *et al*, 2019; Ragheb *et al*, 2020). Therefore, an important unanswered question is whether NuRD is primarily repressive in neuronal development, or whether it may facilitate control of active gene expression as demonstrated in stem cell models.

NuRD composition is dynamic in mouse cortical development, with alternate Mi‐2/CHD paralogues incorporated to mediate distinct effects in different developmental stages (Nitarska *et al*, 2016). In *Drosophila*, the components of the NuRD complex are well conserved (although only single homologues of most NuRD proteins are identified). However, despite the strong conservation of NuRD constituent proteins, and ample evidence for physical interactions between them (Reddy *et al*, 2010; Zhang *et al*, 2016), the extent to which the canonical NuRD complex regulates gene expression in *Drosophila* is uncertain. A separate complex consisting of only Mi2 and MEP‐1 (termed dMec) has been suggested to be more prevalent than NuRD in fly and may be responsible for the majority of Mi‐2‐dependent phenotypes (Kunert *et al*, 2009). This observation has not been corroborated by further studies; however, NuRD‐independent roles for Mi‐2 may be present in human cells (Amaya *et al*, 2013). Alternatively, it is possible that since NuRD comprises pre‐assembled modules (Zhang *et al*, 2016), and Mi‐2 may exist as a peripheral component to the core complex (Low *et al*, 2016), the detection of non‐NuRD associated Mi‐2 may simply be a proteomic artefact that does not reflect a *bona fide* biological activity. Therefore, the functional role of dMEC, and its relationship to the canonical NuRD holocomplex, remains poorly characterised.

Here, we set out to better understand the influence of Mi‐2/NuRD on gene expression in the development of the central nervous system. Genomic profiling with Targeted DamID revealed distinct binding of Mi‐2 containing complexes, NuRD and dMEC. Knockdown of Mi‐2 in larval neurons resulted in ectopic expression non‐neuronal genes as well as defective optic lobe development. Mi‐2 represses lineage‐inappropriate gene expression independently of NuRD, whilst optic lobe phenotypes are phenocopied by other members of the NuRD complex. We find that Mi‐2 is not required for repression of non‐neuronal genes after the early stages of differentiation, indicating that Mi‐2 activity is critical for ensuring maintenance of the neuronal gene expression programme during maturation, but alternative mechanisms may be employed in fully differentiated neurons.

## Results

### *Mi‐2* is required in neurons for survival and larval locomotion

*Mi‐2* has been shown to protect neural lineages from mitogenic notch signalling, indicating that NuRD has an important role in gene regulation in the neuroblasts and early progeny of *Drosophila* central nervous system (CNS) lineages. To better understand NuRD function in the fly CNS, we set out to examine the distribution of the core ATP‐dependent nucleosome remodelling subunit Mi‐2. We utilised a MiMIC insertion line in which Mi‐2 is EGFP‐tagged at its endogenous locus (*Mi‐2‐GFP* hereafter). We observed widespread Mi‐2 expression with detectable EGFP signal in multiple cell types in the third instar CNS (Fig 1A). EGFP signal was visible in nuclei of neural stem cells (NSCs; as distinguished by their larger size and absence of Elav or Repo) as well as all neurons and some glia (Fig 1A). The nuclear expression of Mi‐2 in progenitor and post‐mitotic cell‐types in the larval CNS suggests that Mi‐2 activity is likely to be involved in gene regulation in all stages of neuronal differentiation, including differentiated neurons.

**Figure 1:**
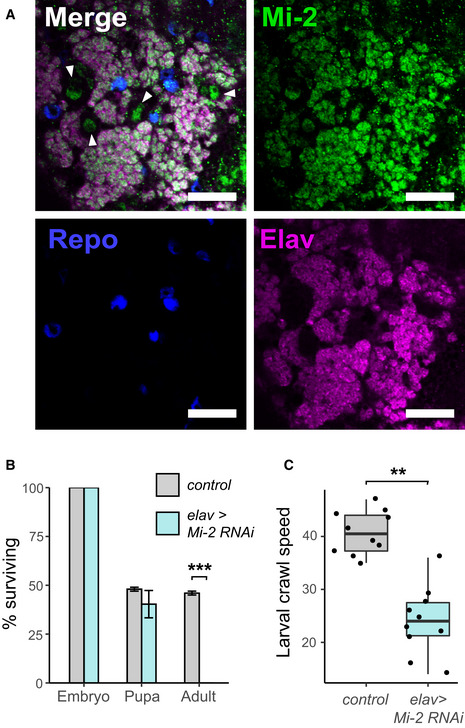
Critical role of *Mi‐2* RNAi in *Drosophila* neurons Third instar larval CNS of *Mi‐2* GFP‐trap line (scale bar = 20 μm). White arrows highlight NSC nuclei.Survival of *Mi‐2* RNAi and control (*mCherry‐RNAi*) flies during development (***P < 0.001).Larval crawl speed (cm/min) in *Mi‐2* RNAi and *mCherry* RNAi controls (**P < 0.01).

To understand the importance of *Mi‐2* expression in neurons, we used RNAi interference (RNAi) to induce cell‐type‐specific knockdown of *Mi‐2* in the CNS. An RNAi line targeting Mi‐2 was previously shown to produce robust knockdown of Mi‐2 in neuronal lineages; therefore, we decided to utilise this line for our study (Zacharioudaki *et al*, 2019). Using the pan‐neuronal *elav‐*GAL4 driver, we observed lethality during late larval/pupal stages (Fig 1B). Whilst neuronal *Mi‐2* appeared dispensable for embryogenesis and larval survival (possibly due to maternal contribution of Mi‐2), we observed a severe mobility defect in larval crawling compared with controls (Fig 1C) indicating that *Mi‐2* activity in neurons is required throughout development at all life stages for normal neuronal function.

### Mi‐2 association with chromatin reveals the presence of distinct complexes

Our data, along with previous reports, suggest that Mi‐2/NuRD has an essential role in the regulation of neuronal gene expression. However, it is unclear which genes Mi‐2 regulates and whether its function is predominantly via NuRD or dMEC (Mi‐2 and MEP‐1 only). To better understand NuRD function in regulating neuronal gene expression, we profiled the genomic binding of NuRD complex components using Targeted DamID (TaDa; Southall *et al*, 2013). This approach involves fusing a protein of interest to Dam methylase and expressing in a defined cell population, followed by enrichment and sequencing of selectively methylated regions, which reflect loci at which the protein associates with DNA (reviewed in Aughey *et al*, 2019).

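Dam was fused to 4 proteins and expressed in post-mitotic neurons of the larval central nervous system with elav-GAL4, each set against Dam alone. Mi-2 is the nucleosome remodeller of NuRD and MEP-1 is its zinc finger partner, reported in both dMec and NuRD, while MTA1-like and HDAC1 belong to the deacetylase part of NuRD and HDAC1 also serves other complexes. GAL80ts kept GAL4 inactive at 18°C until animals were moved to 29°C on day 8 for 24 h, and 60 nervous systems were pooled per sample. The values read here are the authors' deposited log2 ratios of Dam fusion to Dam alone on 373710 GATC fragments of 6 chromosome arms (dm6), so a value above 0 means more methylation by the fusion than by Dam alone. The fusions differ in how widely their ratios spread: the SD across fragments was 0.81 and 0.63 log2 in the MTA1-like replicates, 0.59 and 0.55 for HDAC1, 0.26 and 0.22 for MEP-1, and 0.14 and 0.25 for Mi-2. Ratios carry no read counts, so the sequencing depth behind a value is unknown. A gene's score is the mean ratio of the fragments it overlaps, for 14719 genes with at least 3 fragments (median 10). Peaks were called again after the paper's description, as runs of at least 2 fragments with a false discovery rate below 0.01%, kept where both replicates had one. The paper states no thresholds, and those used here run from the 0.95 to the 0.99 quantile of a replicate's own ratios. In practice the shortest runs to pass held 4 to 7 fragments, and 5 to 7 for elav-GAL4 Mi-2, so shorter sites were not called. Overlaps of at least 1 bp were compared with 1000 circular shifts of the peaks along their arms, for which 0.002 is the smallest 2-sided p possible. Gene scores were compared with limma at a Benjamini-Hochberg adjusted p under 0.05, and 15 gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. The paper calls its 2 replicates per condition biological and does not say whether crosses and processing days were separate. The spread between samples behind a limma p may thus be in part technical. It is pooled over the 4 proteins of a driver, or over the 3 drivers when Mi-2 is compared between them. A permutation p comes from shifts of 1 peak set and does not measure that spread, and camera compares a list with other genes.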

We used Targeted DamID to profile genomic association of Mi‐2 as well as NuRD components MTA1‐like and HDAC1 in neurons (defined by *elav‐*GAL4 expression) in the larval CNS. MTA1‐like is a core component of the NuRD histone deacetylase subcomplex, with cells lacking MTA orthologues in mammals considered to be effectively NuRD‐null (Burgold *et al*, 2019), whilst HDAC1 is the histone deacetylase subunit (also known as Rpd3). We also assayed for genomic binding of MEP‐1, previously reported to associate exclusively with Mi‐2 as part of both the dMEC and NuRD complexes. Principal component analysis revealed a single cluster including both Mi‐2 and MEP‐1 replicates, whilst the remaining NuRD components, MTA1‐like and HDAC1, appeared to be distinct (Fig 2A–C). 

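The leading direction of variation among the 8 neuronal profiles belongs to MTA1-like and HDAC1, and Mi-2 and MEP-1 lie near 0 on it. The next direction pulls MTA1-like and HDAC1 apart from each other. MEP-1 defines the third, and of the Mi-2 replicates only replicate 2 joins it. The first component held 68.2% of the variance (SD 2.21 over the shares from each replicate alone), with loadings of 0.66 and 0.52 for the MTA1-like replicates, 0.39 and 0.37 for HDAC1, 0.01 and 0.00 for Mi-2 and 0.04 for each MEP-1 replicate. The second held 17.7% (SD 1.47), with 0.62 and 0.56 for HDAC1 against -0.46 and -0.27 for MTA1-like. On the third, with 5.66%, MEP-1 loaded at 0.70 and 0.44, Mi-2 replicate 2 at 0.47 and Mi-2 replicate 1 at 0.05. MTA1-like has the widest ratios and Mi-2 replicate 1 the narrowest, and scaling every profile to unit SD gave the first component 38.6% and the second 21.6%. With that scaling MEP-1 (0.56 and 0.60) and Mi-2 replicate 2 (0.47) load together on the second component, Mi-2 replicate 1 stays at -0.03 there and has the largest loading, 0.82, on the component after it. Between replicates the ratios correlate closely for MTA1-like (Pearson r = 0.931 across fragments, which are not independent replicates) and HDAC1 (r = 0.863), less for MEP-1 (r = 0.580), and not for Mi-2 (r = -0.118, SD 0.134 over the 6 chromosome arms).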

Similarity between Mi‐2 and MEP‐1 binding is further supported by the close correlation between the two datasets (pearson *R* ^2^ = 0.94/0.95), which is almost as strong as that seen between replicates (Fig EV1A). In contrast, both MTA‐1like and HDAC1 showed relatively poor correlations to MEP‐1 or Mi‐2, whereas their correlation with each other was slightly stronger. 

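The deposited Mi-2 and MEP-1 profiles of elav-GAL4 neurons resemble each other weakly, and how much depends on the replicate. Of the 4 pairs 3 lie above 0.26, and Mi-2 replicate 1 with MEP-1 replicate 2 runs the other way. Across fragments, which are not independent replicates, the mean Pearson r over the 4 pairs of Mi-2 and MEP-1 profiles was 0.173 (SD 0.242), from -0.185 to 0.349. Pairs of the same replicate number averaged 0.308 and pairs of different numbers 0.0387, which joins 0.262 and -0.185. The mean was 0.132 as Spearman rho and 0.181 on gene scores, so neither ranking nor averaging over genes brings the remodeller and its zinc finger partner closer. Leaving out replicate 1 of both proteins gives 0.349 and leaving out replicate 2 gives 0.268.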

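MTA1-like and HDAC1 share a good part of their neuronal pattern with each other, while neither tracks Mi-2. The Mi-2 replicates do not track each other either (r = -0.118), so values near 0 cannot show that Mi-2 binds apart. MEP-1 shares a modest part of its pattern with MTA1-like and less with HDAC1. The mean r over the 4 pairs of replicates, across fragments that are not independent, was 0.533 (SD 0.0456, 0.501 to 0.601) for MTA1-like with HDAC1. For Mi-2 it was 0.0386 with MTA1-like (SD 0.0982, -0.0576 to 0.176) and 0.0178 with HDAC1 (SD 0.0613, -0.0708 to 0.0697), so both ranges include 0. For MEP-1 it was 0.213 with MTA1-like (SD 0.0776, 0.115 to 0.2995) and 0.0731 with HDAC1 (SD 0.102, -0.0021 to 0.221). The resemblance of MTA1-like to HDAC1 is weaker on gene scores, at 0.298, than on fragments, and 0.452 by ranks.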

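MTA1-like and Mi-2 part over genes of neural fate in elav-GAL4 neurons, a list call lost with an estimated correlation. Gene scores of the 2 Mi-2 replicates correlate at only 0.0522, so the differences below may largely reflect MTA1-like. MTA1-like is high over chn, pros, svp and the Enhancer of split genes, whereas the Mi-2 score there is close to 0. Ribosomal protein genes lie the other way, with more Mi-2 than MTA1-like, a list call likewise lost with an estimated correlation. The zinc finger factor chn scored 0.01 ± 0.02 for Mi-2 and 1.22 ± 0.02 for MTA1-like (mean ± SD of gene scores in log2, n = 2, limma, adjusted p = 1.6e-05). The homeodomain factor pros, which ends self-renewal in NSC progeny, differed by -0.90 log2 (adjusted p = 2.8e-05), the nuclear receptor gene svp by -1.12 (adjusted p = 3.0e-05), and the head patterning gene oc by -0.81 (adjusted p = 1.1e-04). The NSC factor wor differed by -0.76 (adjusted p = 0.0034), a call lost with quantile normalisation (-0.61), and the insulin-like peptide gene Ilp6 by -2.34 (adjusted p = 5.7e-05). In total 8350 genes differed, 6167 higher and 2183 lower for Mi-2, and 2669 with unit SD or 3244 with quantile normalisation; without Mi-2 replicate 1 the count was 5238 and without Mi-2 replicate 2 it was 4180. Of 42 neural fate and temporal factors 37 were lower for Mi-2 and 1 higher (the same 37 and 1 adjusted over the list alone), with a median of -0.85 (camera, adjusted p = 2.4e-26, adjusted p = 0.0514 with an estimated correlation). All 12 genes of the Notch-responsive Enhancer of split complex were lower (12 adjusted over the list alone), with a median of -1.81 (adjusted p = 1.0e-11, adjusted p = 0.0514 with an estimated correlation), and E(spl)m8-HLH was the most reduced member named here, at -2.67 on 3 fragments. Hox and segmentation genes followed with 16 of 30 lower and 1 higher (16 and 1 adjusted over the list alone, median -0.22, adjusted p = 1.2e-08, adjusted p = 0.190 with an estimated correlation). Of 77 cytoplasmic ribosomal protein genes 50 were higher for Mi-2 and 0 lower (55 and 0 adjusted over the list alone, median 0.57, adjusted p = 3.6e-04, adjusted p = 0.977 with an estimated correlation), among them RpS24 (1.80 on 3 fragments, where MTA1-like scored -1.84) and the stalk protein gene RpLP2 (2.93 on 4 fragments). Glial genes had 4 higher and 7 lower of 18 (4 and 7 adjusted over the list alone) with a median of 0.05 but a mean of -0.14, and the test placed them lower (adjusted p = 0.0422, adjusted p = 0.977 with an estimated correlation, 0.1997 with unit SD).

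**Figure D1:**
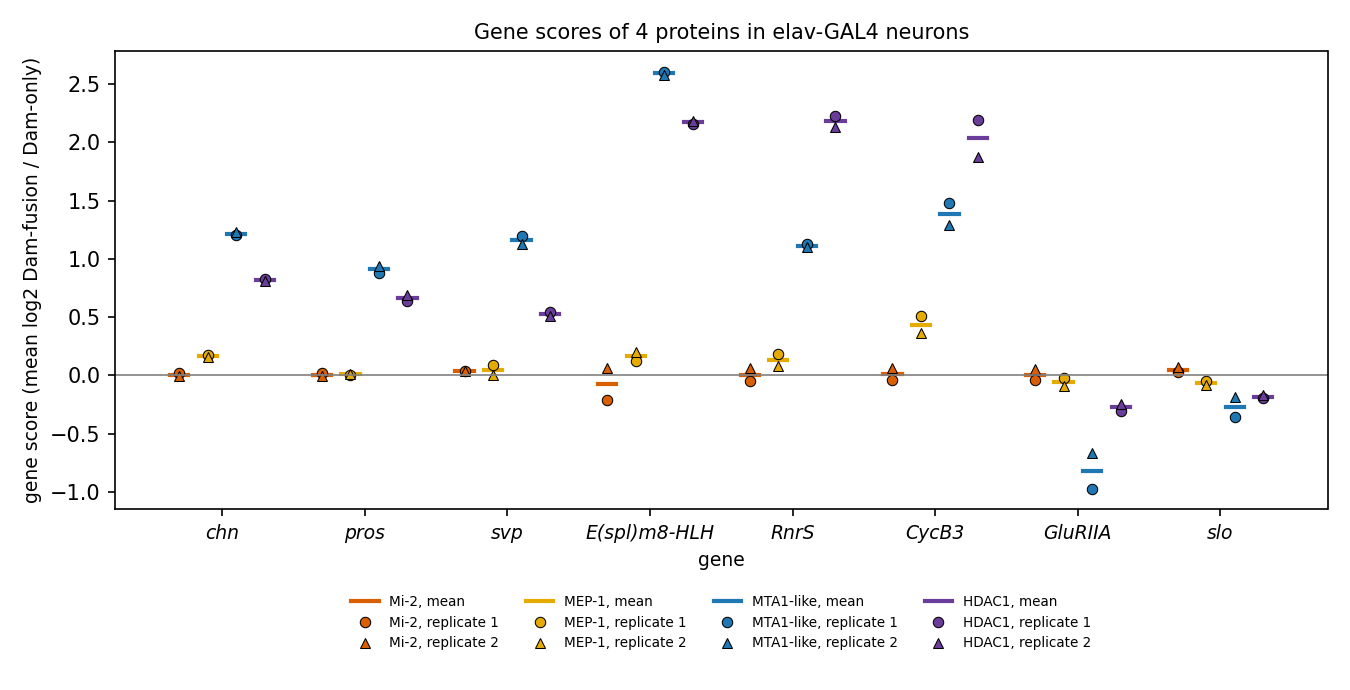
Gene scores (log2 Dam fusion over Dam alone) of the 4 proteins in elav-GAL4 neurons at 8 genes, each replicate and their mean.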

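HDAC1 exceeds Mi-2 over cell cycle and ribosomal protein genes as well as genes of neural fate, and no list call here holds with an estimated correlation. As against MTA1-like, the differences may largely reflect HDAC1 rather than Mi-2. As groups, chemosensory receptor and fat body genes rank higher for Mi-2 than other genes do, list calls that are lost with an estimated correlation. RnrS, the small subunit of ribonucleotide reductase, scored 2.18 for HDAC1 and 0.00 for Mi-2 (limma, adjusted p = 8.2e-05), and the mitotic cyclin gene CycB3 scored 2.03 against 0.01 (adjusted p = 2.1e-04). The NSC growth regulator brat differed by -0.84 log2 (adjusted p = 1.0e-04), the Notch-responsive repressor gene Hey by -2.19 (adjusted p = 0.0032), and Calr, a chaperone of the endoplasmic reticulum, by -2.44 (adjusted p = 6.4e-04). The gene of HDAC1 differed by -1.63 (adjusted p = 4.2e-04), but the fusion transgene carries its coding sequence, and whether the signal comes from there was not tested. Of all genes 4691 differed, 264 higher and 4427 lower for Mi-2, so 5.6% were higher. Quantile normalisation gave 2819 with 41.4% higher, and with it the median of all genes moves from -0.13 to 0.00. Unit SD gave 2695. The count was 2801 without Mi-2 replicate 1, 2870 without Mi-2 replicate 2 and 3025 without HDAC1 replicate 1. Neural fate and temporal factors had 39 of 42 lower and 0 higher (39 and 0 adjusted over the list alone, median -0.64, camera, adjusted p = 5.6e-13, adjusted p = 0.245 with an estimated correlation), and the Enhancer of split complex 12 of 12 lower (12 adjusted over the list alone, median -1.10, adjusted p = 2.1e-04, adjusted p = 0.245 with an estimated correlation). Cell cycle genes had 20 of 37 lower and 0 higher (27 and 0 adjusted over the list alone, median -0.55, adjusted p = 1.7e-05, adjusted p = 0.569 with an estimated correlation). Ribosomal protein genes, RpS25 among them at -1.79 on 5 fragments, had 61 of 77 lower and 1 higher (65 and 1 adjusted over the list alone, median -0.74, adjusted p = 2.4e-09, adjusted p = 0.569 with an estimated correlation). Hox and segmentation genes had 25 of 30 lower and 0 higher (26 and 0 adjusted over the list alone, median -0.41, adjusted p = 3.3e-06, adjusted p = 0.329 with an estimated correlation). Of 229 chemosensory receptor and odorant-binding protein genes 15 were higher and 9 lower (8 and 7 adjusted over the list alone), and as a group they ranked above other genes with a median of 0.09 (adjusted p = 2.4e-13, adjusted p = 0.569 with an estimated correlation). Fat body and gut genes ranked above other genes with no member called (0 adjusted over the list alone, median 0.05, adjusted p = 3.0e-04, adjusted p = 0.642 with an estimated correlation). Muscle genes did so too (0 higher and 2 lower of 24, 0 and 1 adjusted over the list alone, adjusted p = 0.0259, adjusted p = 0.721 with an estimated correlation), although their mean was -0.02 beside a median of 0.01. Photoreceptor genes of the phototransduction list (adjusted p = 0.0796, 1 higher and 6 lower of 21, 1 and 6 adjusted over the list alone) were not called.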

Whilst HDAC1 binding may be expected to be poorly correlated with Mi‐2 due to the inclusion of HDAC1 in protein complexes other than NuRD (e.g. with Polycomb Group proteins (Tie *et al*, 2001)), the relatively low correlation with MTA1‐like points towards the possibility of distinct Mi‐2 containing complexes having distinct binding in neurons.

**Figure 2:**
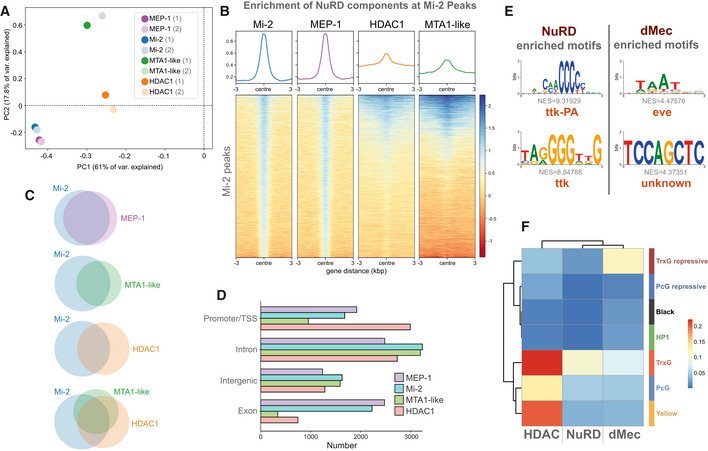
Genomic binding of NuRD components Principal component analysis of all NuRD component binding in neurons including replicates. Mi‐2/MEP‐1 (blue/purple) cluster independently of MTA1‐like (green) and HDAC1 (orange) reflecting greater similarity in their binding profiles.Heatmap and enrichment plots indicating binding at Mi‐2 peaks.Venn diagrams indicating the number of overlapping peaks between NuRD subunits. All intersections between peaks occur at statistically significant frequencies (Fisher's exact test *P* < 10^−24^).Peak annotation for Mi‐2, MEP‐1, MTA‐1like and HDAC1 peaks.Top enriched motifs at NuRD and dMec peaks.Heatmap indicating jaccard similarity statistic between chromatin states and NuRD peaks (Mi‐2, MEP‐1, MTA‐1like and HDAC1) and dMEC (Mi‐2 and MEP‐1 only), or HDAC1 peaks.

**Figure EV1:**
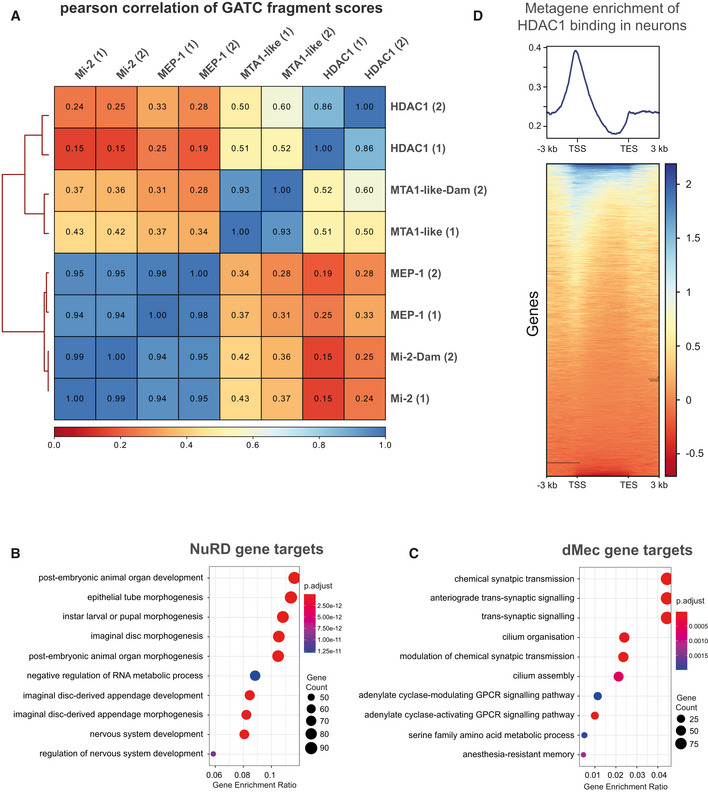
Genomic binding of NuRD components Correlation between NuRD subunits (including replicates) in larval neurons (*elav*‐GAL4). Very strong correlations are seen between Mi‐2 and MEP‐1 binding while the correlation between Mi‐2/MEP‐1 and either MTA‐1like or HDAC1 is relatively lower. Good correlations are exhibited between replicates for each subunit (spearman's correlation *r* ^2^ = 0.85–0.95).GO analysis of NuRD gene targets.GO analysis of dMec gene targets genes.Metagene analysis of HDAC1 binding. TSS is Transcriptional Start Site, and TES is Transcriptional End Site.

To further understand the relationship between Mi‐2 and other NuRD components at the chromatin level, Mi‐2 significantly bound peaks were compared with those of MEP‐1, MTA1‐like and HDAC1. 

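MTA1-like covers long stretches over neural fate genes in elav-GAL4 neurons, while too few Mi-2 peaks pass in both replicates to show whether they meet MTA1-like or avoid it. Of MTA1-like peaks 3 lie in pros, 2 in chn and 10 in the Enhancer of split region, all genes that direct neural fate, and Mi-2 has no peak in any of them. MTA1-like had 769 peaks in both replicates (988 and 989 in each), with a median length of 3369 bp. Mi-2 had 49 and 45 peaks in its replicates, and 3 shared by both, singled out after the values were seen: 2R 5505165-5505583 over TpnC4 and Ugt50B3, 2R 8623966-8625678 over Cirl and Vps25, and 3L 19882702-19884945 within the Mi-2 gene, whose coding sequence the fusion transgene also carries. TpnC4 encodes a muscle troponin C, Ugt50B3 a glycosyltransferase, Cirl a latrophilin receptor and Vps25 an endosomal sorting protein. None of the 3 met an MTA1-like peak, where circular shifts gave 3.43%, so 3 peaks could hardly fall below chance. With a false discovery rate of 1% there were 76 Mi-2 peaks, of which 10.5% met MTA1-like (permutation p = 0.04).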

We found that the majority of MTA1‐like peaks coincided with Mi‐2, although a significant number of Mi‐2 peaks did not overlap with MTA1‐like (Fig 2C). 

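HDAC1 has many peaks in elav-GAL4 neurons, over pros and chn among others, and meets a Mi-2 peak once. That single site, singled out after the values were seen, is in the Mi-2 gene. HDAC1 had 501 peaks in both replicates (751 and 710 in each), covering 1.413 Mb with a median length of 2430 bp. Of these 3 lie in the homeodomain gene pros, 3 in chn, 3 in the Enhancer of split region and 1 in HDAC1. Fusion transgenes carry coding sequence of their own gene, so the HDAC1 peak in HDAC1 and the Mi-2 peak in Mi-2 may come from transgene DNA, which was not tested. The share of HDAC1 peaks meeting a Mi-2 peak was 0.20% (1 of 501, permutation p = 0.0939), and 1.27% with a false discovery rate of 1%. Within the shared site at the Mi-2 gene, the Mi-2 ratios were 0.71 and 1.12 log2 in the replicates.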

We observed strong binding of HDAC1 throughout the genome; however, a relatively low proportion of HDAC1 peaks intersected with Mi‐2 peaks (Fig 2B and C), indicating that Mi‐2 is found in association with chromatin without HDAC1 or MTA1‐like at the majority of loci.

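Few neuronal Mi-2 peaks pass in both replicates, so their division among partners rests on single sites, while each replicate alone gives many more to divide. Peaks of each replicate alone meet MTA1-like or HDAC1, and both, more often than shifted peaks do. Shifts do not account for Dam-only controls, which profiles of 1 driver share unless libraries beyond the 2 listed per driver were used. Of the 3 peaks in both replicates 1, at the Mi-2 gene, met MTA1-like or HDAC1 (33.3%, permutation p = 0.236) and 0 met both. With replicate 2 alone the shares were 28.9% with either and 8.89% with both (4.12% and 1.08% after shifts, permutation p = 0.002 for each), and with replicate 1 alone 26.5% and 10.2% (4.70% and 1.43%, permutation p = 0.002 and 0.004). Across replicate numbers, Mi-2 replicate 2 gave 28.9% and 15.6%, and Mi-2 replicate 1 gave 22.4% and 10.2% (permutation p = 0.002 for each). A false discovery rate of 1% gave 25.0% with either and 7.89% with both. Enhancer of split genes and pros, where MTA1-like and HDAC1 both have peaks, are not among the Mi-2 peaks in both replicates.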

We observed that around half of Mi‐2 peaks coincided with either MTA1‐like or HDAC1 with fewer still having all three detected at the same site (around a quarter of total Mi‐2 peaks). 

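Too few Mi-2 peaks are called in elav-GAL4 neurons for the share of HDAC1 or MTA1-like peaks that meet them to be large, whatever the binding. Taken replicate by replicate, the HDAC1 share is the larger in replicate 1 and nearly level with that of MTA1-like in replicate 2. Neither difference was tested. Replicate 1 alone gave 1.33% of HDAC1 peaks and 0.911% of MTA1-like peaks, and replicate 2 alone 0.986% and 1.01%. A false discovery rate of 1% gave 1.27% and 0.590%, and the difference between these shares was not tested. At the neural genes pros and chn HDAC1 and MTA1-like have peaks and Mi-2 has none.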

We also saw that a smaller proportion of HDAC1 peaks were shared with Mi‐2 compared with MTA1‐like presumably due to the inclusion of HDAC1 in other chromatin modifying complexes (Fig 2C). We also observed some MTA1‐like peaks that did not overlap with Mi‐2 or HDAC1, suggesting that MTA1‐like may have undefined roles outside of NuRD. 

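Many MTA1-like peaks in neurons lie outside HDAC1 peaks, and the Enhancer of split complex holds several of them. HDAC1 is raised over the complex all the same, at 1.24 and 1.19 log2 in its replicates, with 3 peaks. E(spl)m3-HLH and E(spl)m4-BFM each hold 2 MTA1-like peaks, and E(spl)mbeta-HLH and E(spl)m5-HLH 1, with 0 of HDAC1 in these 4 Notch-responsive genes. In contrast pros and chn hold peaks of both proteins. Of the MTA1-like peaks 282 met an HDAC1 peak, 36.7% where shifted peaks gave 2.48%, and seen from HDAC1 293 peaks or 58.5% met MTA1-like (3.76% shifted), each with permutation p = 0.002, the smallest possible. The series lists 2 Dam-only libraries for this driver, so its fusions share controls unless others were used. Shifts do not account for that. No MTA1-like peak met one of the 3 Mi-2 peaks, a number too small to show where Mi-2 is absent.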

As previously indicated, MEP‐1 and Mi‐2 peaks intersected at almost all loci. 

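Single replicates of MEP-1 and Mi-2 share peaks in elav-GAL4 neurons more often than shifted positions do, with the same and with different replicate numbers. Profiles of 1 driver share Dam-only controls unless libraries beyond the 2 listed per driver were used, and shifts do not account for that. The 3 Mi-2 peaks found in both replicates are too few for a comparison. MEP-1 had 110 peaks in both replicates (256 and 352 in each), 1 of them at the gene of MEP-1, whose coding sequence the fusion transgene carries, and 0 of 110 met a Mi-2 peak. At the TpnC4 and Ugt50B3 site of Mi-2, chosen after the values were seen, MEP-1 ratios were 0.98 and 0.46 log2, so MEP-1 is raised there without a called peak. At the other Mi-2 sites it is not raised in both replicates, with 0.18 and -0.33 over Cirl and Vps25 and -0.03 and -0.02 at the Mi-2 gene. Taking replicate 2 of both proteins alone 13 of 45 Mi-2 peaks met MEP-1 (28.9%, 0.68% after shifts), and with replicate 1 alone 11 of 49 (22.4%, 0.54%), each with permutation p = 0.002. Across numbers Mi-2 replicate 2 met MEP-1 replicate 1 at 13 of 45 peaks (permutation p = 0.002) and Mi-2 replicate 1 met MEP-1 replicate 2 at 3 of 49 (6.12%, 0.73% after shifts, permutation p = 0.0100). A false discovery rate of 1% gave 17.1% of Mi-2 peaks and 2.08% of 624 MEP-1 peaks.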

Inspection of the genomic features at which the various peaks were found to bind demonstrated further disparity between Mi‐2/MEP‐1 and MTA1‐like/HDAC1. 

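HDAC1 peaks in neurons gather at the ends of genes, whereas MTA1-like peaks lie away from gene ends and often outside genes. MEP-1 peaks fall where shifted peaks fall. Without gene strand, a gene end here is either end, and a peak is placed by its midpoint within 1000 bp of an end, further inside a gene, or outside. Of HDAC1 peaks 40.7% were at gene ends, above the 24.7 to 32.7% of 200 circular shifts, and 40.1% in gene interiors, under the shifted 43.5 to 53.9%. For MTA1-like the share was 20.9% at ends, below the shifted range of 24.7 to 32.7%, and 34.2% outside genes, above 18.6 to 27.3%. MEP-1 had 32.7% at ends, 41.8% inside and 25.5% outside, where shifts averaged 27.8%, 50.0% and 22.2%. The 3 Mi-2 peaks lie 1 at a gene end and 2 in gene interiors, those over Cirl and Vps25, the Mi-2 gene, and TpnC4 and Ugt50B3.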

We found that whilst HDAC1 was found to be enriched at promoters and TSS, Mi‐2 and MEP‐1 were comparatively enriched in gene bodies, particularly in exons (Fig 2D). Together these data suggest that multiple Mi‐2‐containing complexes interact with chromatin in neurons that may or may not possess histone deacetylase activity. 

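MEP-1, which partners Mi-2 in both dMec and NuRD, shares some of its neuronal sites with the deacetylase part of NuRD. It does so more with MTA1-like than with HDAC1, by count. Of MEP-1 peaks 31 of 110 met MTA1-like (28.2%, 3.10% after shifts) and 10 of 110 met HDAC1 (9.09%, 1.57%), each with permutation p = 0.002, the smallest the shifts can give, and the difference between these shares was not tested. MEP-1 has no peak in pros or chn, where MTA1-like and HDAC1 do. From its binding data the paper proposes that several complexes containing Mi-2 contact chromatin in neurons, which may or may not have deacetylase activity.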

In line with previous reports, we refer to sites bound by Mi‐2 and MEP‐1 as “dMEC” hereafter (Kunert *et al*, 2009), whilst sites with significant binding of all four profiled components are considered “NuRD” target sites.

### dMec and NuRD regulate different genes in neuronal differentiation

Examining the gene ontology (GO) enrichment of genes bound by either NuRD or dMec revealed clear differences in the processes that were regulated by each complex. We found that NuRD‐regulated genes were enriched for GO terms related to organismal development, with “nervous system development” amongst the top enriched terms (Fig EV1B). In contrast, genes with dMec peaks were enriched for terms relating to cilia function (Lattao *et al*, 2017) (Fig EV1C) (Appendix Fig S1) reflecting the prevalence of genes that are usually enriched in testis and not expressed in the CNS (although it should be noted that it is possible that some of these genes may also be expressed in fully differentiated sensory neurons). 

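The neural fate genes pros and chn hold peaks of MTA1-like and HDAC1 in elav-GAL4 neurons. No site carries peaks of Mi-2, MEP-1, MTA1-like and HDAC1 together in both replicates, so no gene list can be tested at NuRD sites. The set of NuRD sites, where peaks of all 4 proteins meet, was 0 sites and 0 genes in both replicates, 1 site from replicate 1 alone, and 2 sites with 3 genes from replicate 2 alone.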

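Over gene bodies in elav-GAL4 neurons, many genes for cilium assembly lie higher for Mi-2 than for MTA1-like, but not as a group beyond the general tilt of that comparison. No dMec site is called in both replicates, so no gene list can be tested at such sites. The dMec set, Mi-2 with MEP-1 and without MTA1-like or HDAC1, was 0 sites in both replicates, 6 sites (6 genes) from replicate 2 alone and 8 sites (10 genes) from replicate 1 alone. Against MTA1-like 29 of 43 cilium genes were higher for Mi-2 and 4 lower (29 and 4 adjusted over the list alone, camera, adjusted p = 0.119), and 11 of 33 testis genes were higher and 3 lower (6 and 3 adjusted over the list alone, adjusted p = 0.910). Ovary and female germline genes had 18 of 25 higher and 3 lower (20 and 3 adjusted over the list alone, adjusted p = 0.0919), a group called higher with unit SD (0.0342) and with quantile normalisation (0.0292) and not with an estimated correlation (adjusted p = 0.977). Against HDAC1 cilium genes had 1 higher and 5 lower (0 and 4 adjusted over the list alone, adjusted p = 0.136), and ovary genes 0 higher and 10 lower (0 and 11 adjusted over the list alone, adjusted p = 0.387). Testis genes had 1 higher and 5 lower (0 and 5 adjusted over the list alone), ranked above other genes in the test (adjusted p = 0.0368, adjusted p = 0.721 with an estimated correlation, 0.124 with unit SD) and had a median of 0.02 with a mean of -0.09.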

Terms relating to synaptic function were also enriched for genes bound by dMec, which may be expected of a group of genes the expression of which is regulated in neurons. However, inspection of the genes comprising these categories reveals that many of these genes are expressed post‐synaptically outside the CNS (*GluRIIA*, *GluRIIC*) or in later‐stage pupal CNS in which neurons are in a more differentiated state (e.g. *slo*, *Syt12*). These results are consistent with a model in which dMEC is largely responsible for repression of gene expression, whilst NuRD is involved in coordinating appropriate transcription of neuronal genes.

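GluRIIA, GluRIIC, slo and Syt12 carry no peak of any of the 4 proteins in elav-GAL4 neurons. Mi-2 lies near the level of Dam alone over all 4 genes, while MTA1-like and HDAC1 lie under it at GluRIIA, GluRIIC and slo. GluRIIA, a glutamate receptor subunit, scored 0.01 ± 0.07 for Mi-2 and -0.82 ± 0.21 for MTA1-like (mean ± SD of gene scores in log2, n = 2, limma, adjusted p = 0.0025), and was not called against HDAC1 (difference 0.28, adjusted p = 0.0939, called with quantile normalisation, at 0.43). GluRIIC, a partner subunit, differed from MTA1-like by 0.35 (adjusted p = 0.0235) and from HDAC1 by 0.33 (adjusted p = 0.0451). The first of these calls is lost with unit SD and without Mi-2 replicate 1 (0.42), Mi-2 replicate 2 (0.29) or MTA1-like replicate 1 (0.24), and the second without any 1 of the 4 libraries (Mi-2 replicate 1 0.40, Mi-2 replicate 2 0.27, HDAC1 replicate 1 0.35, HDAC1 replicate 2 0.32). The calcium-activated potassium channel gene slo differed by 0.32 from MTA1-like (adjusted p = 0.0057) and by 0.23 from HDAC1 (adjusted p = 0.0213), the latter lost without any 1 of the 4 libraries (0.25, 0.21, 0.22 and 0.24 in the same order). The synaptotagmin gene Syt12 differed by 0.08 (adjusted p = 0.284) and -0.07 (adjusted p = 0.421). MEP-1 scored -0.05 ± 0.05 at GluRIIA, 0.39 ± 0.10 at GluRIIC, -0.06 ± 0.03 at slo and 0.04 ± 0.00 at Syt12. Among synaptic transmission genes 17 of 50 were higher for Mi-2 than for MTA1-like and 11 lower (17 and 11 adjusted over the list alone, camera, adjusted p = 0.180), and against HDAC1 4 were higher and 10 lower (2 and 9 adjusted over the list alone, adjusted p = 0.0369 as a group above other genes, adjusted p = 0.721 with an estimated correlation), with a median of 0.00 and a mean of -0.08. Ion channel genes had 18 of 33 higher than MTA1-like and 2 lower (21 and 2 adjusted over the list alone, adjusted p = 0.248), and 3 higher and 3 lower against HDAC1 (0 and 1 adjusted over the list alone, median 0.04, adjusted p = 7.0e-04 as a group above other genes, adjusted p = 0.721 with an estimated correlation).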

We examined NuRD and dMec‐bound sequences for enrichment of sequence motifs to see if we could identify potential cofactors that may be involved in recruitment or regulation of these complexes. For sequences bound by NuRD, we found that the most highly enriched sequence motifs corresponded well to the consensus sequences for *tramtrack* (*ttk*) (Fig 2E). ttk has previously been shown to interact with MEP‐1 to recruit the NuRD complex (Reddy *et al*, 2010), and physical interactions with other NuRD components have also been reported (Rhee *et al*, 2014). In contrast, the *ttk* motif was not enriched for sequences covered by dMec peaks. Instead, the most highly enriched motif identified was a Hox‐like motif corresponding most closely to the transcriptional repressor *even‐skipped* (*eve*). The differences in the underlying sequences present at NuRD and non‐NuRD Mi‐2‐binding sites suggest that these complexes maybe recruited to target loci by distinct molecular factors.

To gain further insight into how Mi‐2‐containing complexes regulated gene expression, we compared binding with the state of the underlying chromatin. Chromatin can be grouped into discrete states reflecting the occupancy of key regulatory proteins (Filion *et al*, 2010). We compared the binding of HDAC1, Mi‐2, MEP‐1 and MTA1‐like with published data describing chromatin state domains based on a seven‐state model (Marshall & Brand, 2017). We found that HDAC1 binding was associated with broadly permissive chromatin states (Fig 2F). Whilst histone deacetylase activity has been thought to be associated with repression of gene expression, these observations are consistent with previous reports that have described enrichment of HDAC1 binding at active promoters (Wang *et al*, 2009). Indeed, we also observe strong enrichment of HDAC1 binding at transcription start sites (TSS) as previously reported (Fig EV1D). In contrast, Mi‐2, MEP‐1 and MTA1‐like were found to be associated with a mixture of permissive and repressive states, in particular with Trithorax‐like permissive and repressive states (Trx‐G / Trx‐G_repressive). 

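HDAC1 methylation in neurons is stronger at the ends of genes than inside them, and the other 3 proteins show little or no such slope. Genes with no near neighbour keep the HDAC1 slope. Over 7781 genes HDAC1 averaged 0.42 and 0.39 log2 at gene ends in its replicates and 0.21 in gene interiors in each, a difference of 0.19 ± 0.03 (mean ± SD, n = 2). The difference was 0.03 ± 0.02 for Mi-2, -0.04 ± 0.02 for MEP-1 and 0.01 ± 0.01 for MTA1-like. In 520 genes with no other gene within 2000 bp the HDAC1 difference was 0.14 in replicate 1 and 0.13 in replicate 2. The cell cycle genes RnrS and CycB3 for DNA synthesis and mitosis, are among the genes with high HDAC1.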

Taking into consideration only regions that are bound by either Mi‐2/MEP‐1 (dMec), HDAC1 alone, or all four proteins (i.e. NuRD), we saw that whilst NuRD showed the greatest similarity to the Trithorax‐like permissive state, Mi2/dMec more strongly coincided with the transcriptionally silent Trithorax‐associated repressive state, which is characterised by the presence of Brahma as well as H1 linker histone. These observations support a model in which NuRD‐independent Mi‐2 binding largely mediates gene silencing/repression, whilst NuRD is involved in the regulation of actively expressed genes.

### *Mi‐2* knockdown results in misexpression of non‐CNS genes

To determine the effect of Mi‐2 loss on gene expression in neurons of the developing CNS, we performed RNA‐seq on larval CNS in which *Mi‐2* had been knocked down in neurons by RNAi and compared with controls in which RNAi targeting mCherry was expressed using the same *elav‐*GAL4 driver. We found good correlation between replicates (Fig EV2A and B) and observed that the expression of *Mi‐2* itself was found to be significantly downregulated (Fig EV2C) in agreement with previous studies (Zacharioudaki *et al*, 2019). We found that knockdown of *Mi‐2* resulted in significantly more upregulated genes than downregulated (397 downregulated vs 1,467 upregulated) indicating that in the context of developing neurons, *Mi‐2* has a significant role in the repression of gene expression (Fig 3A–C). The top 30 upregulated and top 30 downregulated genes are shown in Fig EV2C and D.

**Figure 3:**
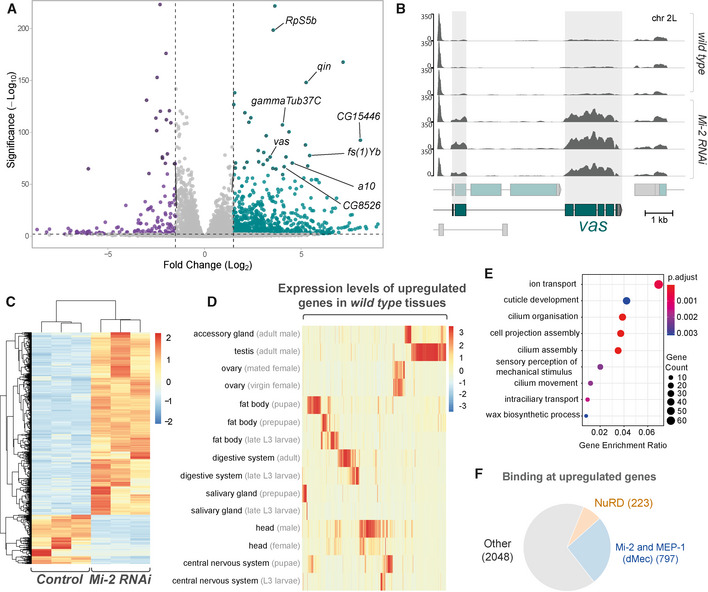
*Mi‐2* knockdown in larval neurons results in extensive gene expression changes Volcano plot showing significantly upregulated (green) and downregulated (purple) genes with fold‐change. Selected mis‐expressed genes are annotated.RNA‐seq tracks showing *vas* mRNA expression in third instar larval CNS (Y‐axis is RPKM).Heatmap showing relative changes in normalised read‐counts between *Mi‐2* RNAi and control replicates for all significantly differentially expressed genes (*P*‐adj < 0.05, log2 fold change > 1 or < −1). Significantly more genes are upregulated (1467) than downregulated (397).Heatmap showing relative expression levels of upregulated genes across selected *Drosophila* tissues (full version in Appendix Fig S2).Enriched gene ontology terms for genes that are upregulated in *Mi‐2* RNAi knockdown.Proportion of differentially upregulated genes that directly intersect with Mi-2, MEP-1, MTA-1like and HDAC1 peaks, and differentially upregulated genes intersecting with exclusively Mi-2/MEP-1 or all NuRD subunits.

**Figure EV2:**
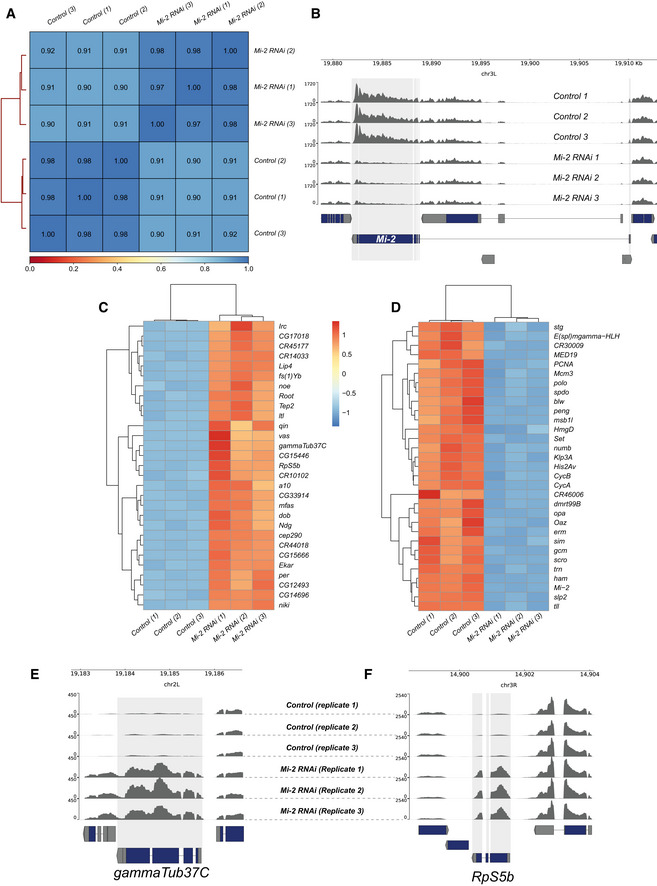
RNA‐seq quality control and differentially expressed genes AHeatmap showing Pearson correlation of RNA‐seq reads between biological replicates and control and experimental groups. Very strong correlations are observed between replicates (*R* ^2^ > 0.97) with slightly lower correlations between knockdown and controls reflecting the changes in *Mi‐2* RNAi transcriptome.BGenome browser tracks indicating RNA‐seq read coverage at the *Mi‐2* locus. *Mi‐2* reads are clearly depleted in *Mi‐2 RNAi* compared with *elav‐*GAL4 × *mCherry RNAi* controls (adjusted *P* value < 2.2 × 10^−227^).CHeatmap showing relative changes in normalised gene expression for the thirty most significantly upregulated genes.DHeatmap showing relative changes in normalised gene expression for the 30 most significantly down‐regulated genes.E, FRead coverage for (E) *gammaTub37C* and (F) *RpS5b* loci, which are non‐CNS genes ectopically expressed in *Mi‐2* knockdown.

Closer inspection of the top upregulated genes revealed the presence of ectopically expressed genes that are usually expressed in non‐CNS tissues such as the germline. For example, *vasa* (*vas*, a well‐characterised ovarian germline marker) expression was (~ 3.5 log2 fold‐change) increased compared with controls (Fig 3B). Similarly, *gammaTub37C* – a female germline specific isoform of tubulin, was also very highly upregulated (Fig EV2E), as well as *RpS5b*, encoding a germline specific ribosomal protein (Fig EV2F). We also saw evidence of male‐germline‐specific genes being upregulated, for example, *CG15446* (a transcription factor with testis specific expression) was expressed at much higher levels than controls (Fig 3A). Comparison with tissue‐specific transcriptomes indicates that the upregulated genes are usually expressed outside the larval nervous system from a broad range of tissues, including a large cluster of genes that have testis‐enriched expression, as well as ovary, fat body and digestive system (Fig 3D and Appendix Fig S2A and B). Furthermore, Gene Ontology (GO) analysis of the significantly upregulated genes revealed enrichment of GO terms that may be associated with neuronal maturation or function, such as “ion transport”, “sensory perception” and “cell projection assembly” (Fig 3E). However, we also saw enrichment for unexpected terms such as “cilium assembly” that are not typically associated with nervous system development or function.

We also observed misexpression of neuronal lineage specific genes that are not usually highly expressed in the larval CNS but are expressed in specific neuronal populations in the adult nervous system. For example, the antennal gene *a10* was seen to be very highly upregulated upon knockdown of *Mi‐2* in the larval CNS despite usually having expression restricted to the antennae in adult flies (Figs 3A and EV2C). Therefore, these data indicate that Mi‐2 is required to ensure fidelity of neuronal transcriptomes by suppressing expression of spatially and temporally inappropriate genes.

### Mi‐2/dMEC represses ectopic gene expression independently of HDAC1

Having seen that Mi‐2/NuRD components are distributed unequally in the genome, we examined how binding of NuRD components related to differentially upregulated genes. Since previous reports have suggested that dMec has a role in suppressing ectopic gene expression in cultured cells, we questioned whether this complex also plays a greater role in repressing ectopic gene expression in neurons. We found that NuRD binding (i.e. significant binding of Mi‐2, MTA1‐like and HDAC1) was found at a much lower proportion of upregulated genes compared to those bound by dMec (Mi‐2 and MEP‐1) (223 and 797 genes, respectively (Fig 3F)). This observation led us to further investigate the role of dMec in regulating gene expression compared with NuRD.

We used qPCR to confirm upregulation of a selection of highly mis‐expressed candidate genes in *Mi‐2* knockdown flies (Fig 4A). Since RNAi‐mediated knockdowns have previously been associated with off‐target effects, we repeated these experiments with a second RNAi line which recapitulated the upregulation of ectopic genes previously observed (Appendix Fig S3). Since we saw distinct binding of NuRD subunits, we first asked whether *HDAC1* was required for repression of ectopic genes. We found that depletion of *HDAC1* by RNAi in neurons resulted in lethality during pupal stages similarly to *Mi‐2* (Appendix Fig S4). However, *HDAC1* knockdown with two independent RNAi lines had no effect on expression of any of the genes we tested that were upregulated upon *Mi‐2* knockdown. Therefore, whilst neuronal *HDAC1* is essential for survival, HDAC1 is not required for repression of some *Mi‐*2‐induced ectopic gene expression in larval neurons (Fig 4A and Appendix Fig S3).

We questioned whether the expression of ectopic genes in *Mi‐2* knockdown was dependent on NuRD (albeit without HDAC1 activity) or mediated by Mi‐2 via NuRD‐independent mechanisms. To address this, we knocked down *MBD‐like*, a core NuRD component thought to bridge the nucleosome remodelling and histone deacetylation subunits. In *MBD‐like* RNAi knockdown neurons, no difference in gene expression of ectopic target genes was observed (Fig 4A), providing further evidence of *Mi‐2* acting independently of NuRD to mediate gene repression. Since MEP‐1 binding in the genome appeared to coincide with Mi‐2 at almost every locus, we hypothesised that MEP‐1 must also be part of the same complex that confers repression of ectopic gene expression. 

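In the main setting no single gene is called between Mi-2 and MEP-1 in elav-GAL4 neurons, while other scalings call some. That does not show that the 2 proteins agree, since their profiles correlate at a mean r of 0.173. As groups, the Enhancer of split complex leans lower for Mi-2 than for MEP-1 and chemosensory receptor genes slightly higher. No list call here holds with an estimated correlation. limma called 0 genes, with 793 at unadjusted p < 0.05; it called 287 with unit SD, 1081 with quantile normalisation and 2 when genes with 1 fragment were let in. At chn, the zinc finger factor, the difference was -0.16 log2 (adjusted p = 0.762), at GluRIIC -0.30 and at the potassium channel gene slo 0.11, none called. The Enhancer of split complex had a median of -0.31 with 0 of 12 genes called (0 adjusted over the list alone, camera, adjusted p = 2.9e-04, adjusted p = 0.378 with an estimated correlation). Chemosensory receptor genes had a median of 0.04 (0 called, 0 adjusted over the list alone, adjusted p = 0.0146, adjusted p = 0.922 with an estimated correlation). Ribosomal protein genes also had a median of 0.04 (0 called, 2 higher and 0 lower adjusted over the list alone, adjusted p = 0.0352, adjusted p = 0.922 with an estimated correlation, 0.0649 with unit SD). Neural fate and temporal factors ranked lower (0 called, 5 lower adjusted over the list alone, adjusted p = 0.0484, adjusted p = 0.922 with an estimated correlation, 0.159 with unit SD), with a median of -0.01 that quantile normalisation turns to 0.01.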

Consistent with this idea, we saw that knockdown of MEP‐1 with *elav‐*GAL4 was sufficient to cause upregulation of *vas* along with other target genes tested (Fig 4A). Therefore, it appears that dMEC represses the expression of some genes in an MEP‐1 and Mi‐2‐dependent manner, without the requirement for HDAC1‐mediated histone deacetylation or other members of the NuRD complex.

### NuRD disruption in larval CNS causes severe optic lobe growth defects

Performing GO analysis for downregulated genes from our Mi‐2 knockdown RNA‐seq indicated enrichment of multiple terms related to cell division and stem cell function (Fig EV3A). This is surprising since we knocked down *Mi‐2* in neurons, which are exclusively post‐mitotic and do not express genes related to cell‐division – therefore, it is unlikely that Mi‐2 could directly downregulate the expression of these genes. To further understand the consequences of *Mi‐2* depletion in neurons, we examined dissected third instar larval CNS using confocal microscopy. We found that *Mi‐2* knockdown resulted in severe optic lobe defects. Mi‐2 knockdown brains were smaller, and it was evident that all recognisable optic lobe structures (including inner and outer optic proliferation centres as well as differentiating medulla and lamina neurons) were found to be completely absent (Fig 4B and C). Interestingly, this included proliferative cells of the optic lobes and neuroepithelium (NE), including the neuroblasts. We also examined *Mi‐2* knockdown ventral nerve cords (VNCs) and observed no morphological changes or differences in NSC numbers (Fig EV3B and C). Therefore, we attributed the enrichment of GO terms relating to precursor cell function to the fact that a large number of cells expressing these genes were not present in the tissue from which RNA was extracted. Due to this severe phenotype, in which a large fraction of optic lobe cells are absent, we decided that we could not reliably identify genes that were downregulated as a consequence of Mi‐2 loss rather than due to absence of cells expressing those genes. However, since we still saw far fewer downregulated than upregulated genes, this reinforces our conclusion that Mi‐2 mainly acts to suppress gene expression in this context.

**Figure 4:**
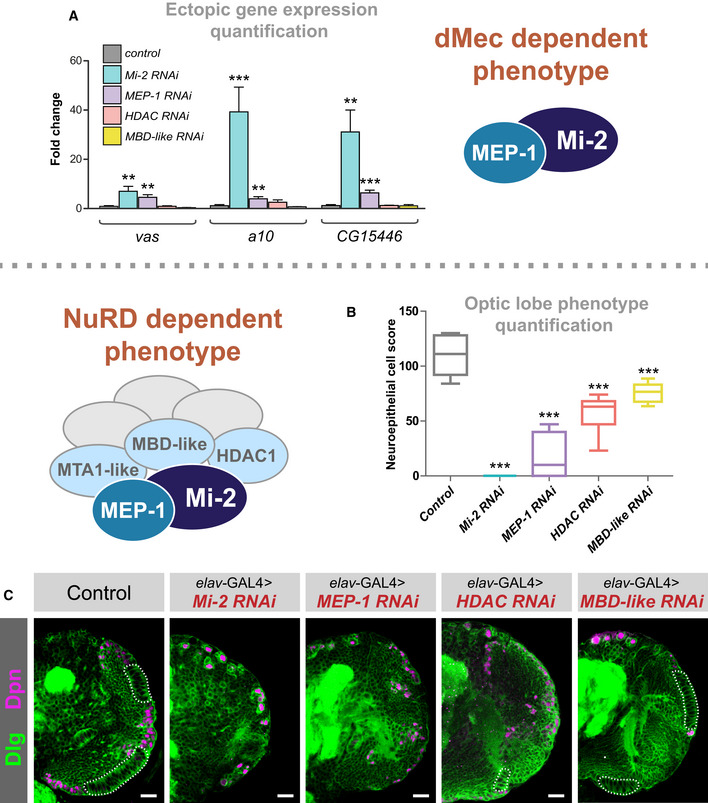
*dMec* knockdown causes ectopic gene expression and *NuRD* knockdown in neurons causes an optic lobe development phenotype Quantification of candidate gene expression (selected from upregulated genes in RNA‐seq data) in knockdown genotypes (three biological replicates for each group). **P < 0.01 and ***P < 0.001 (one‐tailed student's *t*‐test or Welch's *t*‐test against control) Represented as mean ± SEM.Quantification of optic lobe neuroepithelial cells of genotypes shown in panel C (*n* >= 9 for each group). ***P < 0.001 (one‐tailed student's *t*‐test or Welch's *t*‐test against control). Represented as a box plot.Representative images of control (*elav‐*GAL4*;; mCherry* ^*RNAi*^), *Mi‐2* knockdown, *MEP‐1* knockdown, *HDAC1* knockdown and *MBD‐like* knockdown in the third instar larval CNS (all scale bars = 20 μm). Discs large (Dlg) = green, Deadpan (Dpn) = magenta. Neuroepithelial cells are highlighted by dashed lines.

**Figure EV3:**
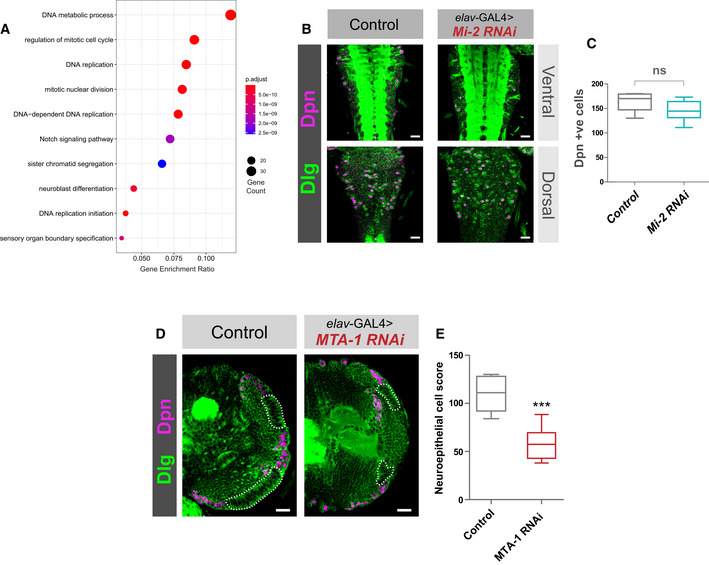
*NuRD* knockdown larval brain phenotypes GO analysis of downregulated genes.
*Mi‐2* knockdown does not affect NSC numbers in the VNC. (B) Example images from ventral and dorsal sections of the VNC. Scale bars = 20 μm.Quantification of Dpn‐positive cells (no significant difference). Six VNCs measured for each genotype. No significant difference (two‐tailed student's *t*‐test). Represented as a box plot.
*MTA1‐like* knockdown causes an optic lobe phenotype. (D) Representative images of control (*elav*‐GAL4;; *mCherry RNAi*), and *MTA1‐like* knockdown in the third instar larval CNS (all scale bars = 20 μm). Discs large (Dlg) = green, Deadpan (Dpn) = magenta. Neuroepithelial cells are highlighted by dashed lines.Quantification of optic lobe neuroepithelial cells of genotypes shown in panel A. At least eight brains measured for each genotype. ***P < 0.001 (one‐tailed student's *t*‐test). Represented as a box plot.

Having seen NuRD‐independent effects of *Mi‐2* on gene expression, we questioned whether knockdown of other NuRD complex components would phenocopy the optic lobe phenotype we observed when *Mi‐2 was* knocked down with *elav‐*GAL4. In *MEP‐1*, *HDAC1* and *MBD‐like* knockdowns, the larval CNS displayed a similar optic lobe defect to that of *Mi‐2* (Fig 4B and C). Quantification of NE cells indicated *that MEP‐1*, *HDAC1* and *MBD‐like* knockdowns had significantly fewer NE cells (Fig 4C); however, the phenotype was less severe with a small number being present in most brains (although this may be due to less efficient RNAi‐mediated knockdowns in these lines; Burgold *et al*, 2019). We also observed an optic lobe phenotype with knockdown of *MTA‐1* (Fig EV3D and E). Therefore, due to the similarity of phenotypes observed with knockdowns of multiple NuRD complex members, we concluded that whilst *Mi‐2* functions to repress some ectopic genes in an NuRD‐independent manner, its effect on optic lobe development involves the activity of the NuRD holocomplex (although it remains unclear whether dMEC also contributes to this phenotype). Conversely, the ectopic upregulation of genes is independent of NuRD/histone deacetylation and is not required to produce optic lobe developmental defects in the larva (although since the phenotypes vary in severity, there may be some contribution of dMec‐induced ectopic gene expression on NE survival).

### Fully differentiated neurons do not require Mi‐2 for silencing of ectopic gene expression or proper optic lobe development in larvae

Factors involved in the maintenance of neuronal transcriptomes during early neuronal maturation can have less severe phenotypes in fully differentiated neurons in which synapses have been formed (Southall *et al*, 2014; Hassan *et al*, 2020). This correlates with observed changes to the underlying chromatin landscape which is dynamic during differentiation and neuronal maturation (Marshall & Brand, 2017; Aughey *et al*, 2018). Notch‐induced hyperplasia in neuronal lineages is enhanced by the knockdown of *Mi‐2*; however, this effect is diminished as cells become more differentiated (Zacharioudaki *et al*, 2019). In our previous knockdown experiments, we employed the *elav‐*GAL4 driver to target all neurons in the *Drosophila* larval CNS. This includes a substantial proportion of neurons that are post‐mitotic cells, but not fully differentiated to the point at which synaptic proteins are expressed. In fact, it has been suggested that the majority of larval brain *elav*‐expressing neurons contribute relatively little to neuronal function (Eichler *et al*, 2017), since they do not possess axons or dendrites or express ion channels associated with neurotransmission (Ravenscroft *et al*, 2020), despite comprising a large proportion of the total cells in the larval brain (preprint: Jiao *et al*, 2021). Therefore, we questioned whether Mi‐2‐dependent optic lobe phenotypes or de‐repression of silenced genes would be observed when Mi‐2 was knocked down in either progenitor cells or fully differentiated neurons.

The larval CNS consists of mostly immature neurons that are produced post‐embryonically. However, there is a sizeable population of fully differentiated neurons that persist from the embryo that express the mature neuron marker nSyb. The majority of these are found outside of the optic lobes in the central brain and VNC; however, there are a very small number of nSyb cells found in the optic lobe lamina (Jiao *et al*, 2021). To rule out the contribution of signalling from these mature neurons being responsible for the morphological phenotypes, we examined brains in which *Mi‐2* RNAi was driven with *nSyb‐*GAL4. Knockdown of Mi‐2 using *nSyb*‐GAL4 did not result in any detectable change in *vas* mRNA levels (Fig 5A). We also tested whether depletion of Mi‐2 in adult neurons was sufficient to de‐repress *vas* expression using a temperature‐sensitive GAL80 to de‐repress *Mi‐2* RNAi in neurons using *elav*‐GAL4 for a 24‐h period after eclosing. As in third instar larvae, no change in *vas* expression was detectable in adult heads (Fig EV4A). We also tested for expression of *a10* and *CG15446*, which also did not show any increased expression in adult neurons, indicating that Mi‐2 is only required for the repression of ectopic gene expression in the early stages of neuronal development. We used *wor‐*GAL4, to drive *Mi‐2* RNAi in NSCs (it should be noted that this driver is likely to also affect the newly born GMC and early differentiating neurons due to perdurance; Johnson *et al*, 2018; Fig 5B). Using *wor‐*GAL4 to knock down *Mi‐2* in NSCs, we performed qPCR to detect changes in gene expression. When *Mi‐2* was knocked down in NSCs, the expression of female germline marker *vas* was significantly upregulated (Fig 5A), as previously seen with *elav‐*GAL4 knockdowns. *vas* expression was upregulated to a lower extent than when induced with *elav‐*GAL4 (~ 4 fold increase compared with ~ 10 fold); however, this may be due to the lower number of affected cells expressing *wor‐*GAL4 rather than reflecting a difference in the requirement for Mi‐2 for repression of *vas* in NSCs. It should also be noted that it is possible that a small amount of perdurance of GAL4 into NSC progeny may be responsible for de‐repression of non‐neuronal target genes in immature neurons or GMCs, rather than due to an effect exclusively in NSCs.

**Figure 5:**
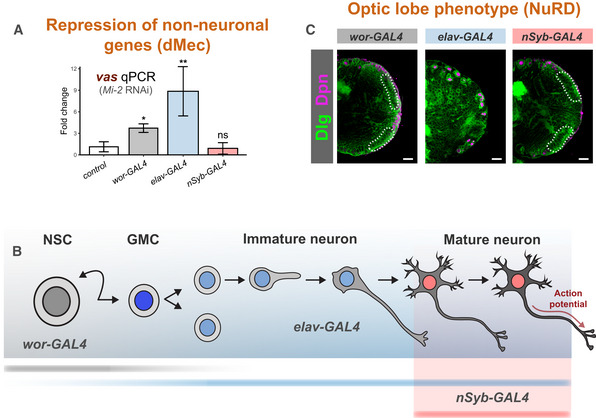
Differential requirements of Mi‐2 during neuronal differentiation Ectopic expression of *vas* when *Mi‐2* is knocked down at different stages of differentiation (three biological replicates for each group). *P < 0.05 and **P < 0.01 (one‐tailed student's *t*‐test against control) Represented as mean ± SEM.Representation of expression of GAL4 drivers used.Larval brain optic lobe morphology when *Mi‐2* is knocked down at different stages of differentiation Elav = green, Dpn = magenta.

**Figure EV4:**
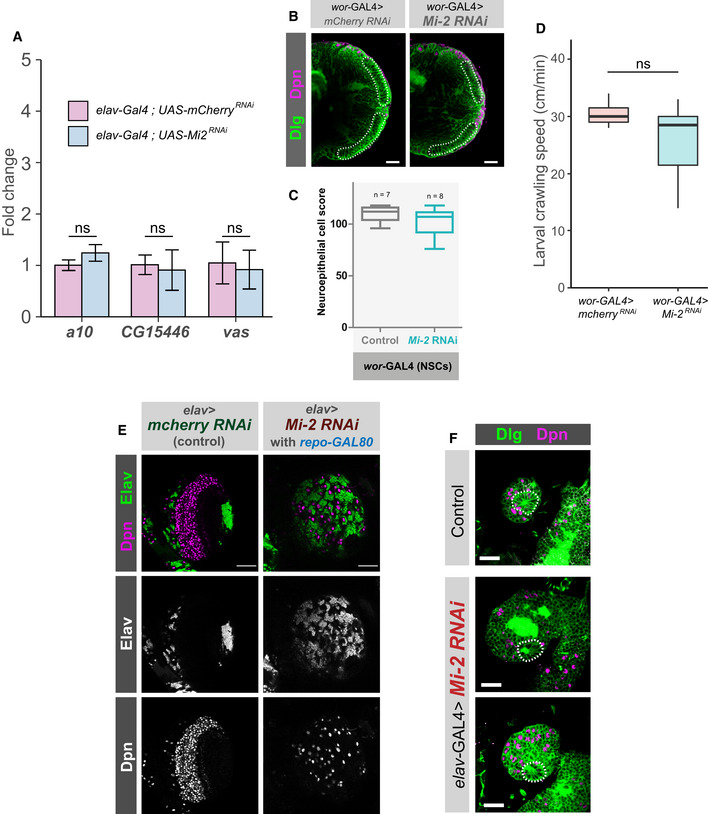
Differential requirements of Mi‐2 during neuronal differentiation Knockdown of *Mi‐2* in adult brain neurons does not cause ectopic expression of genes. qPCR measurement of gene expression in adult heads. *Mi‐2* ^RNAi^ is induced for 24 h using GAL80^ts^. No significant changes in expression of either *vas*, *a10* or *CG15446* were observed (one‐tailed students *t*‐test, represented as mean ± SEM.). Three biological replicates per genotype.Representative images of optic lobes for control and *Mi‐2* knockdown in NSCs.Quantification of optic lobe neuroepithelial cells of genotypes shown in panel B (*n* >= 7 for each group). Represented as a box plot. No significant difference found (one‐tailed student's *t*‐test).Larval crawl speed (cm/min) in *wor*‐GAL4 × *Mi‐2* RNAi and *wor‐*GAL4 × *mCherry* RNAi controls. No significant changes in crawl speed were observed (two‐tailed students *t*‐test, *n* = 10 animals per genotype). Represented as a box plot.Optic lobe phenotype is not due to *Mi‐2* knockdown in glial cells. Optic lobe of third instar larvae in which *repo‐*GAL80 represses glial GAL4 expression. Loss of neuroepithelial cells is still observed as in *elav‐*GAL4*; Mi‐2 RNAi* brains. Scale bar = 50 μm.Characteristic rosette structure of the neuroepithelial cells is present in the control first instar optic lobe and in *elav‐*GAL4*; Mi‐2 RNAi* 1^st^ instar optic lobes. Scale bar = 20 μm.

Surprisingly, we found that *Mi‐2* knockdown in NSCs showed no apparent defects in optic lobe development, with brain lobes having a similar morphology and neuroepithelial cell numbers to controls (Figs 5C and EV4B and C). In contrast to when *Mi‐2* was depleted in neurons (Fig 1D), loss of *Mi‐2* in NSCs did not result in larval locomotion defects (Fig EV4D). However, *Mi‐2* knockdown in NSCs did result in lethality, with 100% dying as pupae. Therefore, since brain size, morphology and movement are normal in these animals, these results suggest that Mi‐2 is not required for stem cell division or differentiation into neurons. Nevertheless, Mi‐2 function in NSCs is required for the correct functioning of subsequently born neurons.

Having seen that expression of *Mi‐2* RNAi in neuronal precursors was not responsible for the optic lobe phenotype, we questioned whether other unexpected expression may be responsible. *elav‐*GAL4 may drive some expression in embryonic glial cells (Berger *et al*, 2007); therefore, we questioned whether unexpected glial knockdown of *Mi‐2* may have resulted in a disruption of signalling that maintains the optic lobe stem cells. To address this, we repeated the *Mi‐2* knockdown with an *elav‐*GAL4 driver combined with *repo‐*GAL80, to repress unwanted expression of the RNAi hairpin in glia. In these animals, we observed the same severe optic lobe phenotype as previously with *elav‐*GAL4 alone (Fig EV4E). These data indicate that *Mi‐2* knockdown in neurons may affect optic lobe growth via a non‐cell‐autonomous mechanism. This may be partly explained by the requirement for innervation by photoreceptor neurons to initiate neurogenesis in the developing visual centres (Selleck & Steller, 1991; Huang & Kunes, 1996), which would be affected by *elav‐*GAL4 knockdown of *Mi‐2*. We also examined first instar *Mi‐2* knockdown brains and found that the typical rosette of NE cells is present (Fig EV4F). Therefore, the NE is present at earlier stages of development; however, it is not persisting to later stages. As *elav*‐GAL4 has never been reported to be expressed in NEs, the role of any glial expression of *Mi‐2* RNAi has been eliminated (Fig EV4E), and knockdown of *Mi‐2* in neuroblasts has no phenotype (Fig EV4B and C), this strongly suggests that there is a non‐cell‐autonomous mechanism occurring. However, a full explanation of this phenotype is beyond the scope of this study, and further work must be conducted to determine the mechanism by which the optic lobe defect occurs.

In contrast to knockdown in all neurons including immature neurons with *elav‐*GAL4, depletion of *Mi‐2* exclusively in mature neurons did not produce overt morphological phenotypes, and no significant difference in neuroepithelial cell numbers was detected when compared with controls (Figs 5C and EV5A and B). As with the other drivers used, *Mi‐2* knockdown with *nSyb‐*GAL4 resulted in 100% lethality during pupal stages. Therefore, whilst Mi‐2 is required in mature neurons, the morphological defects observed in the larvae do not arise from loss of Mi‐2 function in fully differentiated neurons in the larval CNS.

**Figure EV5:**
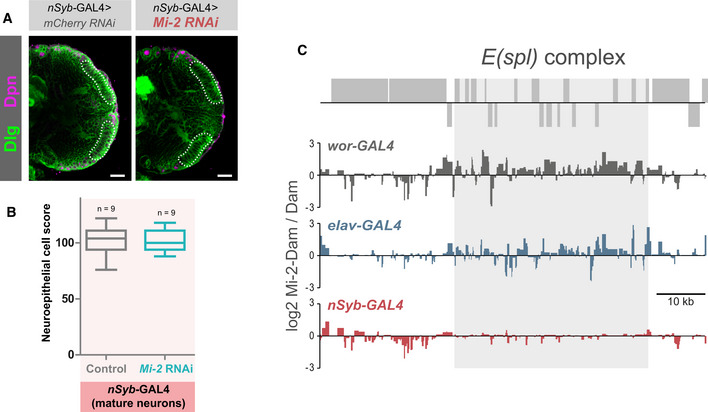
Differential requirements and binding of Mi‐2 during neuronal differentiation Representative images of optic lobes for control and *Mi‐2* knockdown in mature neurons.Quantification of optic lobe neuroepithelial cells of genotypes shown in panel B (*n* >= 7 for each group). Represented as a box plot. No significant difference found (one‐tailed student's *t*‐test).Mi‐2 binding at the *E(spl)* complex is lost in mature neurons. Grey boxes represent genes.

### Dynamic Mi‐2 binding during neuronal differentiation

We reasoned that varying consequences of *Mi‐2* loss at different stages of neuronal differentiation may be reflected by changes to Mi‐2 binding in different cell types. 

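Mi-2 was profiled in 3 cell populations of the larval nervous system: NSCs and their early progeny with wor-GAL4, all post-mitotic neurons with elav-GAL4, and mature neurons with nSyb-GAL4. The elav-GAL4 profiles are the flattest of the 3, and their replicates are the least alike. The SD across fragments was 0.54 and 0.44 log2 in the wor-GAL4 replicates and 0.32 and 0.33 in the nSyb-GAL4 replicates. Replicates correlate at r = 0.9004 for wor-GAL4 and r = 0.886 for nSyb-GAL4, but not for elav-GAL4 (r = -0.118), across fragments that are not independent replicates. The paper notes that, since GAL4 persists, the wor-GAL4 profiles likely represent early neurogenesis in general more than NSCs alone, and that nSyb-GAL4 marks mainly neurons born in the embryo. Genes were scored in each population and each pair of populations compared with limma, and regions of more Mi-2 were called with the same rule as peaks on the difference between drivers within each replicate number, although no source says that the numbers pair samples.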

To examine differences in Mi‐2 genome occupancy in precursor cells vs fully differentiated cells, we profiled Mi‐2 (using TaDa) in two further populations of cells in the larval brain. Firstly, in NSCs, *wor‐*GAL4 – this driver has been used previously to produce Targeted DamID profiles that are distinguishable from those produced from GMCs/newly born neurons. However, it should be noted that due to perdurance of GAL4, these profiles likely represent the early stages of neurogenesis more generally rather than specifically NSCs. We then also profiled mature neurons (*nSyb‐*GAL4) in the larval CNS, in which we saw no change in *vas* expression upon *Mi‐2* knockdown. Since these neurons do not reflect the direct descendants of those produced by the *wor*‐expressing NSCs in the larval brain (being mostly derived from earlier embryonic neurogenesis), they may also display lineage‐specific changes in Mi‐2 binding.

Binding profiles between cell types were compared and regions of differential binding identified (Fig 6A and B). 

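In wor-GAL4 cells Mi-2 is high over pros, chn, wor and ey and over the transmitter genes VGlut and Gad1, and in elav-GAL4 neurons it is near the level of Dam alone or under it at each. Gene scores of the elav-GAL4 replicates correlate at only 0.0522, so how much of these differences is due to cell type stays open. The cytokinesis genes tum and pav lie under Dam alone in wor-GAL4 cells. The eye selector ey scored 0.70 in wor-GAL4 cells and 0.04 in neurons (limma, adjusted p = 0.0018), pros 0.49 and 0.01 (adjusted p = 0.0020), the NSC factor wor 0.60 and -0.14 (adjusted p = 0.0027), and chn 0.45 and 0.01 (adjusted p = 0.0025). The vesicular glutamate transporter gene VGlut was higher by 0.66 log2 (adjusted p = 0.0024) and the GABA synthesis gene Gad1 by 0.63 (adjusted p = 0.0030). The calls of pros (0.31), chn (0.30), wor (0.67) and VGlut (0.35) are lost with quantile normalisation, with the same sign. tum and pav scored -0.90 and -0.59 in wor-GAL4 cells and 0.07 and 0.00 in neurons (adjusted p = 0.0020 and 0.0023), and the call of pav is lost with quantile normalisation (-0.40). The largest differences with both replicates apart include scyl, a regulator of growth signalling, at 1.32, the thioredoxin-interacting gene Vdup1 at 1.30, and the uncharacterised gene CG14227 at -1.91; the peptidase gene Jon65Aiii differed by -1.22 on 5 fragments.

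**Figure D2:**
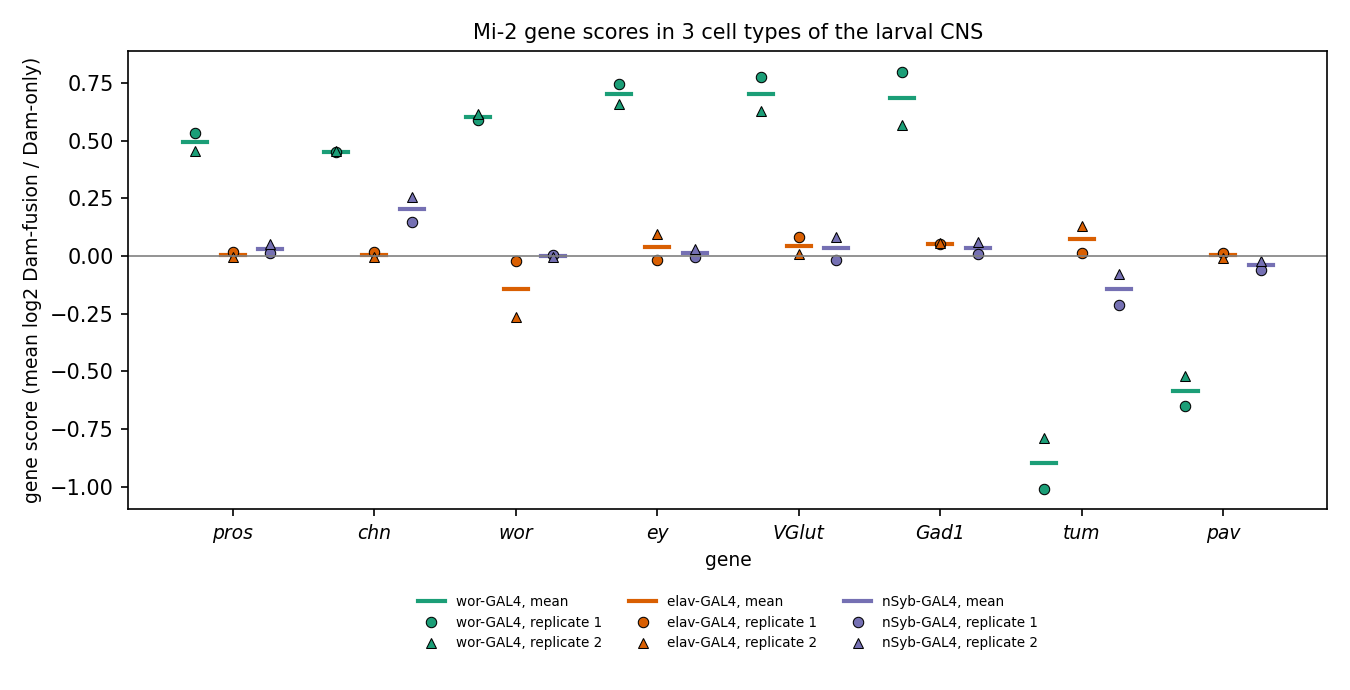
Mi-2 gene scores (log2 Dam fusion over Dam alone) in wor-GAL4, elav-GAL4 and nSyb-GAL4 cells at 8 genes, each replicate and their mean.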

Total neurons (*elav‐*GAL4) show the largest number of significantly bound peak regions (10,420), with mature neurons binding 7,054 genes (Fig 6B). However, the number of peaks common to each cell type is relatively low. Therefore, Mi‐2 binding is highly dynamic during neuronal differentiation. 

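Mi-2 has most peaks in wor-GAL4 cells, fewer in mature neurons and fewest in elav-GAL4 neurons. Peaks of the NSC population include 1 in pros, 1 in chn and 1 at E(spl)mbeta-HLH, and those of mature neurons include 1 in chn, the zinc finger factor gene, and 1 at the gene of MEP-1. Both replicates shared 180 peaks with wor-GAL4 (279 and 287 in each, median length 3330.5 bp), 63 with nSyb-GAL4 (131 and 110, 2629 bp), and 3 with elav-GAL4 (49 and 45, 1712 bp). A false discovery rate of 1% gave 661 with wor-GAL4, 533 with nSyb-GAL4 and 76 with elav-GAL4. The elav-GAL4 replicates do not correlate (r = -0.118), so whether its low rank is due to cell type stays open. The same rule applied to the profiles with their signs turned gave 123 regions with wor-GAL4, 111 with nSyb-GAL4 and 4 with elav-GAL4, so stretches with less methylation by Mi-2 than by Dam alone outnumber peaks in mature neurons.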

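NSC-lineage cells and mature neurons share some Mi-2 peaks, and elav-GAL4 neurons have too few peaks for a comparison. The shared sites include none in pros, where mature neurons have no peak. wor-GAL4 and nSyb-GAL4 had 11 peaks in common, 6.11% of the first and 17.5% of the second, where shifted peaks gave 0.31% and 0.88% (permutation p = 0.002, the smallest possible). None of the 3 elav-GAL4 peaks met one of the other drivers, where shifts gave 0.90% and 0.23%, so 0 is what chance gives too. Across fragments, which are not independent replicates, the mean r between Mi-2 profiles was 0.580 for wor-GAL4 with nSyb-GAL4 (0.506 to 0.621), 0.0837 for elav-GAL4 with nSyb-GAL4 (0.0147 to 0.154) and 0.0273 for wor-GAL4 with elav-GAL4 (-0.146 to 0.131).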

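Neural fate and synaptic genes rank higher for Mi-2 in the wor-GAL4 profiles than in the elav-GAL4 profiles, and cell cycle and gut genes lower, although no list call holds with an estimated correlation. Ribosomal, glial and muscle genes show no such lean as groups. Between these populations 5559 genes differed, 3364 higher with wor-GAL4 and 2195 lower, so 60.5% were higher; quantile normalisation gave 1396 with 46.0% higher and unit SD 1506. The count was 3106 without elav-GAL4 replicate 2 and 2478 without wor-GAL4 replicate 1. Of 42 neural fate and temporal factors 27 were higher and 2 lower (28 and 3 adjusted over the list alone), with a median of 0.37 log2 (camera, adjusted p = 2.4e-04, adjusted p = 0.997 with an estimated correlation). Synaptic transmission genes had 17 of 50 higher and 1 lower (19 and 1 adjusted over the list alone, median 0.12, adjusted p = 0.0191, adjusted p = 0.997 with an estimated correlation), lost with unit SD (0.0696). Cell cycle genes had 4 of 37 higher and 16 lower (4 and 17 adjusted over the list alone, median -0.18, adjusted p = 0.0124, adjusted p = 0.997 with an estimated correlation), and fat body and gut genes 2 of 38 higher and 12 lower (2 and 12 adjusted over the list alone, median -0.06, adjusted p = 0.0124, adjusted p = 0.997 with an estimated correlation), each lost with unit SD (0.0696). Not called were ribosomal protein genes (15 of 77 higher, 21 lower, 16 and 22 adjusted over the list alone, adjusted p = 0.141), Hox and segmentation genes (9 of 30 higher, 4 lower, 10 and 5 adjusted over the list alone, adjusted p = 0.455), glial genes (7 of 18 higher, 2 lower, 7 and 3 adjusted over the list alone, adjusted p = 0.411) and muscle genes (5 of 24 higher, 2 lower, 5 and 1 adjusted over the list alone, adjusted p = 0.961). From the changed peaks between cell types the paper concludes that Mi-2 binding is highly dynamic.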

In many individual genes, sites with enriched binding in NSCs showed a different set of enriched Mi‐2‐binding sites in immature neurons (Fig 6A and C). 

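Mi-2 has regions of gain and of loss between NSC-lineage cells and elav-GAL4 neurons, and which are more numerous depends on the setting. Few genes hold regions of both kinds: br, jing, Raf, Tet and the mucin-like gene Mur2B. br and jing encode zinc finger factors, Raf a kinase of growth signalling and Tet a DNA and RNA modifying enzyme. There were 82 regions (77 genes) with more Mi-2 in wor-GAL4 cells and 55 (70 genes) with more in elav-GAL4 neurons. Pairing replicates crosswise gave 115 and 105, and leaving out a replicate gave 193 or 295 and 138 or 224. Genes with regions both ways numbered 5, named here after the values were seen. If the directions fell on genes independently 0.37 would be expected, gene length not being allowed for. Scaled to unit SD the counts were 13 regions and 21 regions, with 0 genes both ways. Log2 thresholds gave 419 and 115 regions (440 and 176 genes) with 10 genes both ways, and a false discovery rate of 1% gave 432 and 610 regions with 35 genes both ways.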

A similar change occurs from immature to mature neurons, with 2,144 genes that contain both immature‐vs‐mature and mature‐vs‐immature regions of Mi‐2 enrichment (Fig 6C and the example of *chn* in Fig 6A).

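chn, the zinc finger factor gene, scores higher for Mi-2 in mature neurons than in elav-GAL4 neurons without passing the test. It holds 1 Mi-2 peak in mature neurons and 0 in elav-GAL4 neurons. Regions of change are too few to show whether genes hold both directions. Its score was 0.20 ± 0.08 in mature neurons and 0.01 ± 0.02 in elav-GAL4 neurons (mean ± SD in log2, n = 2, limma, adjusted p = 0.0579). Regions with more Mi-2 in elav-GAL4 neurons numbered 28 (39 genes) and regions with more in mature neurons 18 (17 genes). No gene had both, where 0.05 would be expected if the directions fell on genes independently, so this cannot show an absence. With a false discovery rate of 1%, 11 genes had both, where 5.16 would be expected, gene length not being allowed for. In gene scores 1345 genes differed, 368 higher in mature neurons and 977 lower, so 27.4% were higher, and 41.0% of 1239 with quantile normalisation. Without any 1 of the 4 libraries (elav-GAL4 replicate 1, elav-GAL4 replicate 2, nSyb-GAL4 replicate 1, nSyb-GAL4 replicate 2) the count was 1, the ribosomal stalk gene RpLP2 (-3.90 on 4 fragments, adjusted p = 6.7e-04). The gustatory receptor gene Gr22d (0.86, adjusted p = 0.0143, 0.80 to 0.92 without a library), the imaginal disc growth factor Idgf6 (0.84, adjusted p = 0.0143, 0.82 to 0.85) and the translation factor gene eIF2Bdelta (-1.15, adjusted p = 0.0143, -1.21 to -1.09) lose the call each time. Chemosensory receptor genes had 19 of 229 higher in mature neurons and 7 lower (34 and 8 adjusted over the list alone, median 0.06, camera, adjusted p = 0.0012, adjusted p = 0.867 with an estimated correlation). Ribosomal protein genes had 0 of 77 higher and 11 lower (0 and 17 adjusted over the list alone, median -0.15, adjusted p = 0.0012, adjusted p = 0.867 with an estimated correlation). Neural fate genes, Hox and segmentation genes and glial genes had 0 called.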

**Figure 6:**
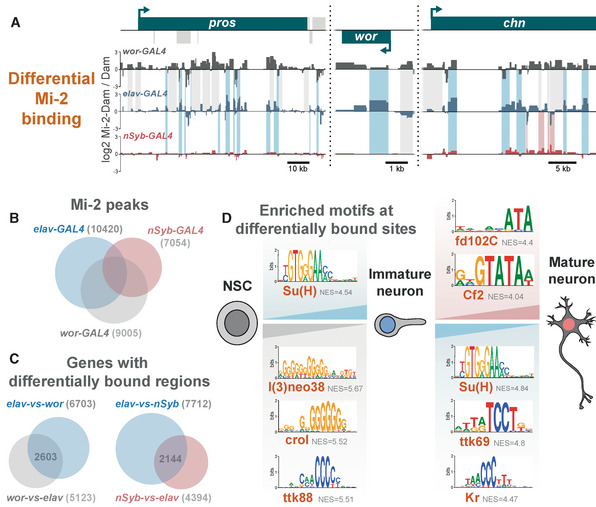
Dynamic Mi‐2 binding during neuronal differentiation Examples of differential genomic binding of Mi‐2 at neural genes.Overlap of Mi‐2 binding peaks in NSCs, immature neurons and mature neurons.Number and overlap of genes with differential Mi‐2 binding.Motif analysis of differentially bound regions.

Motif enrichment analysis of the differentially bound regions identified transcription factor binding sites (Fig 6D). Binding sites for l(3)neo38, crol and ttk88 are present in the NSC‐vs‐immature comparison, suggesting that these sites are occluded in NSCs but available for binding in neural progeny. Interestingly, l(3)neo38 occupies a set of putative neuronal enhancers in the developing embryo and is required for the proper formation of the larval brain (Reddington *et al*, 2020). l(3)neo38 and crol have both been implicated in the regulation of heterochromatin silencing (Schneiderman, 2010; Swenson, 2016). While ttk88 sites are enriched for binding in NSC‐vs‐immature neurons, ttk69 sites (a different splice isoform) are enriched in the immature‐vs‐mature comparison. Finally, fd102C and Cf2 sites have greater Mi‐2 binding in mature‐vs‐immature neurons. Fd102C is an uncharacterised forkhead transcription factor highly expressed in the developing and adult nervous system (Krause *et al*, 2022), and Cf2 is a zinc‐finger factor involved in follicle cell fate and myogenic gene expression (Hsu *et al*, 1996; Bagni *et al*, 2002). These data indicate that a dynamic repertoire of transcription factors may direct or be influenced by dynamic Mi‐2/NuRD binding during neuronal maturation. It is clear from the broad changes in binding that Mi‐2 coordinates a distinct gene expression programme in early neuronal lineages compared with fully differentiated neurons corresponding to the differences in phenotypic outcomes observed (although some of the observed changes may be due to embryonic vs larval neuronal lineage differences).

Su(H) (Notch co‐factor) motifs were enriched in both immature‐vs‐NSC and immature‐vs‐mature regions (Fig 6D). This aligns with previous work showing that Mi‐2 is required to deactivate notch‐responsive stem cell enhancers in neuronal progeny (Zacharioudaki *et al*, 2019). Mi‐2 was implicated in the silencing of genes in the *E(spl)‐C* locus, with broad binding of Mi‐2 across this locus having been demonstrated in *Drosophila* cell lines (Ho *et al*, 2014; Kreher *et al*, 2017). Consistent with this result we saw strong binding of Mi‐2 across the *E(spl)‐C* locus in both NSCs and immature neurons (Fig EV5C). This study also showed that in more mature neurons, Mi‐2 depletion was not sufficient to enhance notch‐induced overgrowth. 

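The mean Mi-2 level over the Enhancer of split complex is raised in wor-GAL4 cells, with E(spl)m5-HLH, E(spl)m6-BFM and E(spl)mdelta-HLH well above 0 and E(spl)mbeta-HLH well below. In elav-GAL4 neurons its replicates lie on opposite sides of 0 there and no peak is called. Over 3R 25997621-26041008, with 12 Notch-responsive genes, the mean was 0.60 and 0.47 log2 in the wor-GAL4 replicates (0.54 ± 0.09, mean ± SD, n = 2), above 96.6% and 96.9% of 10000 random windows, with 1 peak at E(spl)mbeta-HLH. In elav-GAL4 neurons it was -0.09 and 0.13 (0.02 ± 0.15), above 0.02% and 97.6% of windows, and scaling to unit SD turns the mean to -0.05. In wor-GAL4 cells E(spl)m6-BFM scored 1.13 log2, E(spl)mdelta-HLH 0.92, E(spl)m5-HLH 0.78 and E(spl)mbeta-HLH -1.13. Between these populations E(spl)m5-HLH was higher with wor-GAL4 by 0.87 (limma, adjusted p = 0.0020), E(spl)m6-BFM by 1.17 (adjusted p = 0.0028), E(spl)mdelta-HLH by 0.87 (adjusted p = 0.0037, lost with unit SD) and E(spl)m8-HLH by 0.51 (adjusted p = 0.0323, lost with unit SD and quantile normalisation, and without elav-GAL4 replicate 1 (0.38) or wor-GAL4 replicate 2 (0.37)). E(spl)mbeta-HLH was lower by 1.11 over its own span (adjusted p = 0.0020, lost with quantile normalisation), and at 0.07 when the gene was extended by 1000 bp. As a group 4 of 12 were higher and 1 lower (5 and 1 adjusted over the list alone, median 0.24, camera, adjusted p = 0.327), called higher with quantile normalisation (0.0394) and not with an estimated correlation (adjusted p = 0.997).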

We saw no significant binding of Mi‐2 in mature neurons across the entire region (approx. 50 kb), supporting the conjecture that in more fully differentiated cells, continued chromatin remodelling of the *E(spl)* genes by Mi‐2 is not required for their repression.

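In mature neurons the Enhancer of split complex lies at the level of Dam alone for Mi-2, with no peak. No gene of the complex is called between mature and elav-GAL4 neurons, with 2 replicates of each. In simulated data for wor-GAL4 against elav-GAL4 the same test recovered 39 of 100 changes of 0.5 log2, and the comparison with mature neurons was not simulated. The region's mean was -0.05 and -0.01 log2 in the nSyb-GAL4 replicates (-0.03 ± 0.03, mean ± SD, n = 2), above 22.5% and 19.2% of random windows of its length. The median of fragments was 0.01. E(spl)m8-HLH differed by 0.52 between mature and elav-GAL4 neurons (limma, adjusted p = 0.0697) and E(spl)m2-BFM by -0.55 (adjusted p = 0.0647), and 0 of the 12 Notch-responsive genes were called (0 adjusted over the list alone).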

## Discussion

Our data provide evidence for Mi‐2 activity in repressing ectopic gene expression independently of NuRD. Mi‐2 from *Drosophila* or humans is sufficient for the remodelling of nucleosomes *in vitro*, in the absence of other NuRD components (Brehm *et al*, 2000; Wang & Zhang, 2001). In mouse embryos, Mi‐2 orthologue CHD4 was shown to be necessary for lineage specification in a manner that was independent of MBD proteins that are required for a functional NuRD complex (O'Shaughnessy‐Kirwan *et al*, 2015). Similarly, loss of CHD4 in human erythroid cells resulted in de‐repression of fetal *γ‐globin*, which occurred independently of NuRD (Amaya *et al*, 2013). Furthermore, similarly to what we observe in neurons, MBD3 was found to bind at less than half of all CHD4 sites in mouse ESCs and were anti‐correlated to histone markers associated with transcription (Bornelov *et al*, 2018). Therefore, it is likely that NuRD‐independent Mi‐2 regulation of gene expression is a conserved feature in animal cells.

A previous study concluded that Mi‐2 in complex with MEP‐1 (dMec) was the dominant Mi‐2 containing complex in *Drosophila* Kc cells (Kunert *et al*, 2009). From this observation it could be inferred that NuRD plays a relatively minor role in the regulation of gene expression. However, this conclusion was drawn based on biochemical interactions and relative stoichiometries of NuRD components. 

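Single replicates of Mi-2 in elav-GAL4 neurons share part of their peaks with MTA1-like, more than shifted peaks do and to the same extent across replicate numbers. The 2 Mi-2 replicates have only 3 peaks in common with each other. Profiles of 1 driver share Dam-only controls unless libraries beyond the 2 listed per driver were used. Shifts do not account for that, so shared binding does not follow from these overlaps. The neural genes pros and chn hold MTA1-like peaks and no Mi-2 peak found in both replicates. Replicate 2 of both proteins alone gave 10 of 45 Mi-2 peaks meeting MTA1-like (22.2%, 3.21% after circular shifts, permutation p = 0.002, the smallest possible), and replicate 1 alone 9 of 49 (18.4%, 3.66%, permutation p = 0.004). Across numbers the counts were the same, 10 of 45 for Mi-2 replicate 2 with MTA1-like replicate 1 and 9 of 49 for the reverse (permutation p = 0.002 and 0.004). For HDAC1 the shares were 15.6% and 18.4% with the same number, and 22.2% (Mi-2 replicate 2) and 14.3% (Mi-2 replicate 1) across numbers.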

We find that in contrast to the abundance of dMec, around a third of Mi‐2 peaks intersect with MTA1‐like, indicating that NuRD is prevalent at a large number of loci. Furthermore, severe optic lobe phenotypes were observed with multiple NuRD components, which did not always include de‐repression of lineage‐inappropriate genes. These data indicate that despite being present at lower amounts than dMec, NuRD plays a critical role in nervous system development. Whilst it is possible that the proportions of NuRD/dMec may differ between the CNS and cultured cells, our data suggest that the relative amounts of protein detected by biochemical means may not be reflective of either the distribution of sites at which complexes are associated in the genome or the severity of consequences resulting from their loss. It is currently unclear whether an analogous complex to dMEC exists in mammals. MEP‐1 does not share direct orthology with any single mammalian transcription factors; however, since it is clear that CHD4 is capable of conferring NuRD‐independent activities in mammalian cells, it is possible that there are unidentified mammalian genes that act in an analogous role to MEP‐1.

Our data indicate that Mi‐2 represses non‐neuronal genes such as those normally expressed in the germline and that this is largely independent of NuRD. Interestingly, Mi‐2/dMec depletion resulted in proneural gene expression in Kc cells (Kunert *et al*, 2009), suggesting that Mi‐2 may repress ectopic gene expression in multiple tissue types dependent on context. A similar phenotype has also been reported in *C. elegans* in which MEP‐1/Mi‐2 knockdown resulted in expression of germline genes in somatic tissues, indicating that this may be a conserved function of Mi‐2 (Unhavaithaya *et al*, 2002). It is possible that in mammals, NuRD‐independent CHD4 function is also required for gene repression since loss of CHD4 in lymphocytes results in upregulation of non‐haematopoietic genes (Arends *et al*, 2019). However, it remains unclear whether this transcriptional repression is dependent on histone deacetylase activity/NuRD or NuRD‐independent CHD4 activity.

Mi‐2 is only required to suppress ectopic gene expression up to the early stages of neuronal development, whereas in more fully differentiated cells, it is dispensable. Therefore, it is likely that other molecular factors are required for the repression of these genes following synaptogenesis. Mi‐2/dMEC may be required to establish a stable epigenetic state following recruitment by sequence specific transcription factor binding, after which these states are maintained by separate chromatin modifying proteins or complexes. The degree of differential binding of Mi‐2 observed during neuronal differentiation is consistent with the idea that Mi‐2 coordinates a distinct gene expression programme during early neuronal differentiation compared with mature neurons. The identification of different transcription factor binding sites during development suggests that either the cognate transcription factor is recruiting Mi‐2 to these sites or that Mi‐2 is independently positioned there to establish a chromatin state to prevent the binding of the factor. Since it seems that Mi‐2 exhibits at least two independent modes of interacting with chromatin (i.e. via dMEC/NuRD), either or both of these models may be true depending on the presence of other subunits and wider genomic context. Su(H)‐binding sites are found at sites enriched in immature neurons versus both NSCs and mature neurons (Fig 6D). Furthermore, l(3)neo38‐binding sites, which have been identified at neural enhancers (Reddington *et al*, 2020), are more strongly bound in NSCs compared with immature neurons. Therefore, for at least Su(H) and l(3)neo38, Mi‐2 appears to be blocking binding of these factors (loci specific) at stages of differentiation where their function is not required/wanted.

Together, our data highlight that the activity of Mi‐2 is dependent on both its molecular and developmental context. These data highlight the importance of detailed analyses of individual subunits in inferring functions of chromatin modifying complexes in complex multicellular tissues to fully understand their role in gene regulation.

## Materials and Methods

### Fly stocks

Unless stated otherwise, flies were kept on standard fly food media at 25 degrees. A full list of fly stocks used in this study can be found in Appendix Table S1. Mixed sex larvae/flies were used for all experiments.

### Immunohistochemistry and imaging

Third instar larval CNS was dissected in PBS and fixed for 20 min with 4% formaldehyde in PBS. The following antibodies were used in this study: rat anti‐Elav (7E8A10 – Developmental Studies Hybridoma Bank), chicken anti‐GFP (600‐901‐215 – Thermo scientific), mouse anti‐DLG (4F3 – Developmental Studies Hybridoma Bank) and guinea pig anti‐Dpn (kind gift from A. Brand). Samples were imaged using a Zeiss LSM510 confocal microscope and images processed using LSM Image Browser and image J. To quantify an OPC NE cell score for each genotype, third instar larval brains were mounted dorsal side down, and full image stacks (2 μm intervals) of the brain lobe were taken using the DLG channel. The number of OPC NE cells were counted at image slices at ¼, ½ and ¾ through the stack (identified by position and morphology) and added together to give the score. To quantify the number of Dpn‐positive cells in VNCs, whole VNC image stacks were analysed using the 3D Objects Counter in Fiji (Bolte & Cordelieres, 2006). For each genotype, a Shapiro–Wilks test was performed to calculate if the experimental and control data had normal distributions. If they did, a one‐tailed student's *t*‐test was applied, and if not, a Welch's *t*‐test was applied.

### Generation of targeted DamID lines

*MEP‐1* and *Mi‐2* were amplified by PCR from cDNA with primers including 30 bp complementary sequence to *pUASTattB‐LT3‐Dam* (Southall *et al*, 2013; see Appendix Table S2). Linearised *pUAST‐LT3‐Dam* (digested with NotI and XbaI) was combined with either *MEP‐1* or *Mi‐2* PCR‐amplified coding sequences in a Gibson assembly reaction using NEBuilder® HiFi DNA Assembly kit (NEB) following manufacturers protocols. Resulting N‐terminal fusion constructs were injected into *attP2* flies (*y w P{y[+t7.7] = nos‐phiC31\int.NLS}X #12;; P{y[+t7.7] = CaryP}attP2 –* Department of Genetics Microinjection Service, Cambridge) for integration on the third chromosome.

*UAS‐MTA‐1‐like‐Dam* and *UAS‐HDAC1‐Dam* were generated using the FlyORF‐TaDa cassette exchange protocol as previously described (Aughey *et al*, 2021). Briefly, *UAS‐HDAC1* and *UAS‐MTA1‐like* FlyORF lines were crossed to *hsFLP; TaDa‐FlyORF*. Progeny were heat‐shocked at 37 degrees for 45 min at 96 h following larval hatching. Resulting males were crossed to *Dr/TM6B* and white‐eyed F2 males and female virgins used to create a stable stock.

### Targeted DamID

Dam fusion or Dam‐only males were crossed to virgins of the appropriate driver line for expression of Dam in the desired cell‐types. For expression in NBs, all larval neurons (including immature neurons), or mature neurons only – the drivers *wor‐*GAL4*; tub‐*GAL80^ts^, *elav‐*GAL4*; tub‐*GAL80^ts^, *and nSyb‐*GAL4*; tub‐*GAL80^ts^, were used, respectively. Embryos were collected for 4 h and then raised at 18°C to prevent premature Dam expression. Animals were transferred to 29°C at 8 days after embryo deposition for 24 h. Sixty larval central nervous systems were dissected and stored at −80 degrees. Genomic DNA extraction, methylated DNA enrichment and library preparation were carried out as previously described (Marshall *et al*, 2016). Two biological replicates were generated for each experiment.

Libraries were sequenced with 50 bp single‐end sequencing on Illumina HiSeq or NovaSeq platforms. More than 15 million reads were obtained for each library. Data were processed using a previously described Perl pipeline (Marshall & Brand, 2015; https://github.com/owenjm/damidseq_pipeline).

Peak calling was performed using a previously described Perl program (available at https://github.com/tonysouthall/Peak_calling_DamID) which allows for the identification of broadly bound regions that characterise DamID data (Estacio‐Gomez *et al*, 2020). Briefly, false discovery rate (FDR) was calculated for regions consisting of > 1 GATC bounded fragments for each replicate. Significant (FDR < 0.01%) regions present in all replicates are merged to form a final peak file. Enriched motifs discovery was performed using i‐cisTarget on significant peak regions (Herrmann *et al*, 2012). Intersecting regions for comparison of binding between Mi‐2, MEP‐1, MTA1‐like or HDAC1 were computed using bedtools intersect utility (Quinlan & Hall, 2010). Similarity between binding peaks was determined using the bedtools jaccard utility, which calculates the ratio between the number of intersecting base pairs and the union between two coordinate sets (Favorov *et al*, 2012).

### Larval crawling assays

Larval crawling assays were conducted as in Nichols *et al* (2012). Briefly, individual third instar wandering larva were placed on room temperature agar with a 10 mm^2^ grid placed underneath as a distance reference. Larvae were left to acclimatise for 1 min after which larval movement was tracked visually. Ten animals were used per genotype with three technical replicates performed per animal.

### Developmental survival assays

Flies of the appropriate genotype were left in cages containing standard food media supplemented with yeast and left to acclimatise over three nights at 25°C. Food media was exchanged for apple juice agar, and flies left to lay for 5 h. Following the laying period, 100 embryos were transferred to fresh food vials to allow for counting of surviving adults and pupae.

### RNA extraction

Three biological replicates were used for knockdown or control samples. Third instar larval CNS was dissected from 30 animals per replicate and total RNA extracted using TRIzol reagent (https://tools.thermofisher.com/content/sfs/manuals/trizol_reagent.pdf) following suppliers protocols. Library preparation and sequencing were subsequently performed by Beijing Genomics Institute (BGI). Sequencing data were mapped to the *Drosophila* genome (release 6.22) using STAR (Dobin *et al*, 2013). Mapped files were collected in a matrix using featureCounts from the Rsubread package (Liao *et al*, 2019). Differential expression analysis and MA plots were carried out using the Deseq2 R package (Love *et al*, 2014). Genes that had an adjusted *P*‐value < 0.05 and a log2 fold change > 1 (for upregulated) or less than −1 (for downregulated) were classified as significant. Heatmap generated using pheatmap package in R. Analysis of tissue specific gene enrichment was performed using DGET (Hu *et al*, 2017).

### qRT‐PCR

Following RNA extraction, reverse transcription was performed using the iScript cDNA synthesis kit (Bio‐Rad), following manufacturer's protocols. qRT‐PCR was carried out using iTaq Universal SYBR Green Supermix (Bio‐Rad). Expression of target genes was normalised to *Ribosomal Protein L4* (*Rpl4*) and compared with expression in control samples expressing RNAi targeting *mCherry*. Primers amplifying sequences < 200 bp were designed to span exon junctions where possible (sequences used can be found in Appendix Table S2). Three biological replicates were carried out for each genotype, with at least two technical replicates for each biological replicate. For each genotype, a Shapiro–Wilks test was performed to calculate if the experimental and control data had normal distributions. If they did, a one‐tailed student's *t*‐test was applied, and if not, a Welch's *t*‐test was applied.

## Author contributions

**Gabriel N Aughey:** Conceptualization; data curation; formal analysis; supervision; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Elhana Forsberg:** Formal analysis; investigation. **Krista Grimes:** Formal analysis; investigation. **Shen Zhang:** Formal analysis; investigation. **Tony D Southall:** Conceptualization; data curation; formal analysis; supervision; funding acquisition; investigation; visualization; methodology; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix S1

Expanded View Figures PDF

PDF+

## Data Availability

All raw sequence files and processed files have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE199146; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199146).

## References

[embr202255362-bib-0001] Amaya M , Desai M , Gnanapragasam MN , Wang SZ , Zu Zhu S , Williams DC Jr , Ginder GD (2013) Mi2beta‐mediated silencing of the fetal gamma‐globin gene in adult erythroid cells. Blood 121: 3493–3501 2344440110.1182/blood-2012-11-466227PMC3637018

[embr202255362-bib-0002] Arends T , Dege C , Bortnick A , Danhorn T , Knapp JR , Jia H , Harmacek L , Fleenor CJ , Straign D , Walton K *et al* (2019) CHD4 is essential for transcriptional repression and lineage progression in B lymphopoiesis. Proc Natl Acad Sci U S A 116: 10927–10936 3108565510.1073/pnas.1821301116PMC6561196

[embr202255362-bib-0003] Aughey GN , Estacio Gomez A , Thomson J , Yin H , Southall TD (2018) CATaDa reveals global remodelling of chromatin accessibility during stem cell differentiation *in vivo* . Elife 7: e32341 2948132210.7554/eLife.32341PMC5826290

[embr202255362-bib-0004] Aughey GN , Cheetham SW , Southall TD (2019) DamID as a versatile tool for understanding gene regulation. Development 146: dev173666 3087712510.1242/dev.173666PMC6451315

[embr202255362-bib-0005] Aughey GN , Delandre C , McMullen JPD , Southall TD , Marshall OJ (2021) FlyORF‐TaDa allows rapid generation of new lines forin vivocell‐type‐specific profiling of protein–DNA interactions in *Drosophila melanogaster* . G3 (Bethesda) 11: 11 10.1093/g3journal/jkaa005PMC802245933561239

[embr202255362-bib-0006] Bagni C , Bray S , Gogos JA , Kafatos FC , Hsu T (2002) The *Drosophila* zinc finger transcription factor CF2 is a myogenic marker downstream of MEF2 during muscle development. Mech Dev 117: 265–268 1220426810.1016/s0925-4773(02)00176-4

[embr202255362-bib-0007] Berger C , Renner S , Luer K , Technau GM (2007) The commonly used marker ELAV is transiently expressed in neuroblasts and glial cells in the *Drosophila* embryonic CNS. Dev Dyn 236: 3562–3568 1799454110.1002/dvdy.21372

[embr202255362-bib-0008] Bolte S , Cordelieres FP (2006) A guided tour into subcellular colocalization analysis in light microscopy. J Microsc 224: 213–232 1721005410.1111/j.1365-2818.2006.01706.x

[embr202255362-bib-0009] Bornelov S , Reynolds N , Xenophontos M , Gharbi S , Johnstone E , Floyd R , Ralser M , Signolet J , Loos R , Dietmann S *et al* (2018) The nucleosome remodeling and Deacetylation complex modulates chromatin structure at sites of active transcription to fine‐tune gene expression. Mol Cell 71: 56–72 3000831910.1016/j.molcel.2018.06.003PMC6039721

[embr202255362-bib-0010] Brehm A , Langst G , Kehle J , Clapier CR , Imhof A , Eberharter A , Muller J , Becker PB (2000) dMi‐2 and ISWI chromatin remodelling factors have distinct nucleosome binding and mobilization properties. EMBO J 19: 4332–4341 1094411610.1093/emboj/19.16.4332PMC302042

[embr202255362-bib-0011] Burgold T , Barber M , Kloet S , Cramard J , Gharbi S , Floyd R , Kinoshita M , Ralser M , Vermeulen M , Reynolds N *et al* (2019) The nucleosome remodelling and deacetylation complex suppresses transcriptional noise during lineage commitment. EMBO J 38: e100788 3103655310.15252/embj.2018100788PMC6576150

[embr202255362-bib-0012] Dobin A , Davis CA , Schlesinger F , Drenkow J , Zaleski C , Jha S , Batut P , Chaisson M , Gingeras TR (2013) STAR: ultrafast universal RNA‐seq aligner. Bioinformatics 29: 15–21 2310488610.1093/bioinformatics/bts635PMC3530905

[embr202255362-bib-0013] Eichler K , Li F , Litwin‐Kumar A , Park Y , Andrade I , Schneider‐Mizell CM , Saumweber T , Huser A , Eschbach C , Gerber B *et al* (2017) The complete connectome of a learning and memory centre in an insect brain. Nature 548: 175–182 2879620210.1038/nature23455PMC5806122

[embr202255362-bib-0014] Estacio‐Gomez A , Hassan A , Walmsley E , Le LW , Southall TD (2020) Dynamic neurotransmitter specific transcription factor expression profiles during *Drosophila* development. Biol Open 9: bio052928 3249373310.1242/bio.052928PMC7286294

[embr202255362-bib-0015] Favorov A , Mularoni L , Cope LM , Medvedeva Y , Mironov AA , Makeev VJ , Wheelan SJ (2012) Exploring massive, genome scale datasets with the GenometriCorr package. PLoS Comput Biol 8: e1002529 2269343710.1371/journal.pcbi.1002529PMC3364938

[embr202255362-bib-0016] Filion GJ , van Bemmel JG , Braunschweig U , Talhout W , Kind J , Ward LD , Brugman W , de Castro IJ , Kerkhoven RM , Bussemaker HJ *et al* (2010) Systematic protein location mapping reveals five principal chromatin types in *Drosophila* cells. Cell 143: 212–224 2088803710.1016/j.cell.2010.09.009PMC3119929

[embr202255362-bib-0017] Gomez‐Del Arco P , Perdiguero E , Yunes‐Leites PS , Acin‐Perez R , Zeini M , Garcia‐Gomez A , Sreenivasan K , Jimenez‐Alcazar M , Segales J , Lopez‐Maderuelo D *et al* (2016) The chromatin remodeling complex Chd4/NuRD controls striated muscle identity and metabolic homeostasis. Cell Metab 23: 881–892 2716694710.1016/j.cmet.2016.04.008

[embr202255362-bib-0018] Hassan A , Araguas Rodriguez P , Heidmann SK , Walmsley EL , Aughey GN , Southall TD (2020) Condensin I subunit cap‐G is essential for proper gene expression during the maturation of post‐mitotic neurons. Elife 9: e55159 3225542810.7554/eLife.55159PMC7170655

[embr202255362-bib-0019] Herrmann C , van de Sande B , Potier D , Aerts S (2012) i‐cisTarget: an integrative genomics method for the prediction of regulatory features and cis‐regulatory modules. Nucleic Acids Res 40: e114 2271897510.1093/nar/gks543PMC3424583

[embr202255362-bib-0020] Ho JW , Jung YL , Liu T , Alver BH , Lee S , Ikegami K , Sohn KA , Minoda A , Tolstorukov MY , Appert A *et al* (2014) Comparative analysis of metazoan chromatin organization. Nature 512: 449–452 2516475610.1038/nature13415PMC4227084

[embr202255362-bib-0021] Hoffmann A , Spengler D (2019) Chromatin remodeling complex NuRD in neurodevelopment and neurodevelopmental disorders. Front Genet 10: 682 3139626310.3389/fgene.2019.00682PMC6667665

[embr202255362-bib-0022] Hsu T , Bagni C , Sutherland JD , Kafatos FC (1996) The transcriptional factor CF2 is a mediator of EGF‐R‐activated dorsoventral patterning in *Drosophila* oogenesis. Genes Dev 10: 1411–1421 864743710.1101/gad.10.11.1411

[embr202255362-bib-0023] Hu Y , Comjean A , Perrimon N , Mohr SE (2017) The *Drosophila* gene expression tool (DGET) for expression analyses. BMC Bioinformatics 18: 98 2818770910.1186/s12859-017-1509-zPMC5303223

[embr202255362-bib-0024] Huang Z , Kunes S (1996) Hedgehog, transmitted along retinal axons, triggers neurogenesis in the developing visual centers of the *Drosophila* brain. Cell 86: 411–422 875672310.1016/s0092-8674(00)80114-2

[embr202255362-bib-0025] Janssens J , Aibar S , Taskiran II , Ismail JN , Gomez AE , Aughey G , Spanier KI , De Rop FV , Gonzalez‐Blas CB , Dionne M *et al* (2022) Decoding gene regulation in the fly brain. Nature 601: 630–636 3498722110.1038/s41586-021-04262-z

[embr202255362-bib-0026] Jiao W , Spreemann G , Ruchti E , Banerjee S , Shi Y , Stowers RS , Hess K , McCabe BD (2021) Intact *Drosophila* whole brain cellular quantitation reveals sexual dimorphism. *bioRxiv* 10.1101/2021.11.03.467146 [PREPRINT]PMC927003235801638

[embr202255362-bib-0027] Johnson PW , Doe CQ , Lai SL (2018) *Drosophila* nucleostemin 3 is required to maintain larval neuroblast proliferation. Dev Biol 440: 1–12 2967956110.1016/j.ydbio.2018.04.014PMC6278609

[embr202255362-bib-0028] Krause SA , Overend G , Dow JAT , Leader DP (2022) FlyAtlas 2 in 2022: enhancements to the *Drosophila melanogaster* expression atlas. Nucleic Acids Res 50: D1010–D1015 3471873510.1093/nar/gkab971PMC8728208

[embr202255362-bib-0029] Kreher J , Kovac K , Bouazoune K , Macinkovic I , Ernst AL , Engelen E , Pahl R , Finkernagel F , Murawska M , Ullah I *et al* (2017) EcR recruits dMi‐2 and increases efficiency of dMi‐2‐mediated remodelling to constrain transcription of hormone‐regulated genes. Nat Commun 8: 14806 2837881210.1038/ncomms14806PMC5382322

[embr202255362-bib-0030] Kunert N , Wagner E , Murawska M , Klinker H , Kremmer E , Brehm A (2009) dMec: a novel Mi‐2 chromatin remodelling complex involved in transcriptional repression. EMBO J 28: 533–544 1916514710.1038/emboj.2009.3PMC2657585

[embr202255362-bib-0031] Lattao R , Kovacs L , Glover DM (2017) The centrioles, centrosomes, basal bodies, and cilia of *Drosophila melanogaster* . Genetics 206: 33–53 2847686110.1534/genetics.116.198168PMC5419478

[embr202255362-bib-0032] Liao Y , Smyth GK , Shi W (2019) The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res 47: e47 3078365310.1093/nar/gkz114PMC6486549

[embr202255362-bib-0033] Love MI , Huber W , Anders S (2014) Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol 15: 550 2551628110.1186/s13059-014-0550-8PMC4302049

[embr202255362-bib-0034] Low JK , Webb SR , Silva AP , Saathoff H , Ryan DP , Torrado M , Brofelth M , Parker BL , Shepherd NE , Mackay JP (2016) CHD4 is a peripheral component of the nucleosome remodeling and deacetylase complex. J Biol Chem 291: 15853–15866 2723539710.1074/jbc.M115.707018PMC4957066

[embr202255362-bib-0035] Marshall OJ , Brand AH (2015) damidseq_pipeline: an automated pipeline for processing DamID sequencing datasets. Bioinformatics 31: 3371–3373 2611229210.1093/bioinformatics/btv386PMC4595905

[embr202255362-bib-0036] Marshall OJ , Brand AH (2017) Chromatin state changes during neural development revealed by in vivo cell‐type specific profiling. Nat Commun 8: 2271 2927375610.1038/s41467-017-02385-4PMC5741632

[embr202255362-bib-0037] Marshall OJ , Southall TD , Cheetham SW , Brand AH (2016) Cell‐type‐specific profiling of protein‐DNA interactions without cell isolation using targeted DamID with next‐generation sequencing. Nat Protoc 11: 1586–1598 2749063210.1038/nprot.2007.148PMC7032955

[embr202255362-bib-0038] Nichols CD , Becnel J , Pandey UB (2012) Methods to assay *Drosophila* behavior. J Vis Exp 61: 3795 10.3791/3795PMC367183922433384

[embr202255362-bib-0039] Nitarska J , Smith JG , Sherlock WT , Hillege MM , Nott A , Barshop WD , Vashisht AA , Wohlschlegel JA , Mitter R , Riccio A (2016) A functional switch of NuRD chromatin remodeling complex subunits regulates mouse cortical development. Cell Rep 17: 1683–1698 2780630510.1016/j.celrep.2016.10.022PMC5149529

[embr202255362-bib-0040] O'Shaughnessy‐Kirwan A , Signolet J , Costello I , Gharbi S , Hendrich B (2015) Constraint of gene expression by the chromatin remodelling protein CHD4 facilitates lineage specification. Development 142: 2586–2597 2611666310.1242/dev.125450PMC4529036

[embr202255362-bib-0041] Preissl S , Fang R , Huang H , Zhao Y , Raviram R , Gorkin DU , Zhang Y , Sos BC , Afzal V , Dickel DE *et al* (2018) Single‐nucleus analysis of accessible chromatin in developing mouse forebrain reveals cell‐type‐specific transcriptional regulation. Nat Neurosci 21: 432–439 2943437710.1038/s41593-018-0079-3PMC5862073

[embr202255362-bib-0042] Quinlan AR , Hall IM (2010) BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841–842 2011027810.1093/bioinformatics/btq033PMC2832824

[embr202255362-bib-0043] Ragheb R , Gharbi S , Cramard J , Ogundele O , Kloet SL , Burgold T , Vermeulen M , Reynolds N , Hendrich B (2020) Differential regulation of lineage commitment in human and mouse primed pluripotent stem cells by the nucleosome remodelling and deacetylation complex. Stem Cell Res 46: 101867 3253549410.1016/j.scr.2020.101867PMC7347010

[embr202255362-bib-0044] Rais Y , Zviran A , Geula S , Gafni O , Chomsky E , Viukov S , Mansour AA , Caspi I , Krupalnik V , Zerbib M *et al* (2013) Deterministic direct reprogramming of somatic cells to pluripotency. Nature 502: 65–70 2404847910.1038/nature12587

[embr202255362-bib-0045] Ravenscroft TA , Janssens J , Lee PT , Tepe B , Marcogliese PC , Makhzami S , Holmes TC , Aerts S , Bellen HJ (2020) *Drosophila* voltage‐gated sodium channels are only expressed in active neurons and are localized to distal axonal initial segment‐like domains. J Neurosci 40: 7999–8024 3292888910.1523/JNEUROSCI.0142-20.2020PMC7574647

[embr202255362-bib-0046] Reddington JP , Garfield DA , Sigalova OM , Karabacak Calviello A , Marco‐Ferreres R , Girardot C , Viales RR , Degner JF , Ohler U , Furlong EEM (2020) Lineage‐resolved enhancer and promoter usage during a time course of embryogenesis. Dev Cell 55: 648–664 3317109810.1016/j.devcel.2020.10.009

[embr202255362-bib-0047] Reddy BA , Bajpe PK , Bassett A , Moshkin YM , Kozhevnikova E , Bezstarosti K , Demmers JA , Travers AA , Verrijzer CP (2010) *Drosophila* transcription factor Tramtrack69 binds MEP1 to recruit the chromatin remodeler NuRD. Mol Cell Biol 30: 5234–5244 2073300410.1128/MCB.00266-10PMC2953047

[embr202255362-bib-0048] Rhee DY , Cho DY , Zhai B , Slattery M , Ma L , Mintseris J , Wong CY , White KP , Celniker SE , Przytycka TM *et al* (2014) Transcription factor networks in *Drosophila melanogaster* . Cell Rep 8: 2031–2043 2524232010.1016/j.celrep.2014.08.038PMC4403667

[embr202255362-bib-0049] Schneiderman JI , Goldstein S , Ahmad K (2010) Perturbation analysis of heterochromatin-mediated gene silencing and somatic inheritance. PLoS Genet 6: e1001095 2083858610.1371/journal.pgen.1001095PMC2936522

[embr202255362-bib-0050] Selleck SB , Steller H (1991) The influence of retinal innervation on neurogenesis in the first optic ganglion of *Drosophila* . Neuron 6: 83–99 189885010.1016/0896-6273(91)90124-i

[embr202255362-bib-0051] Southall TD , Gold KS , Egger B , Davidson CM , Caygill EE , Marshall OJ , Brand AH (2013) Cell‐type‐specific profiling of gene expression and chromatin binding without cell isolation: assaying RNA pol II occupancy in neural stem cells. Dev Cell 26: 101–112 2379214710.1016/j.devcel.2013.05.020PMC3714590

[embr202255362-bib-0052] Southall TD , Davidson CM , Miller C , Carr A , Brand AH (2014) Dedifferentiation of neurons precedes tumor formation in Lola mutants. Dev Cell 28: 685–696 2463140310.1016/j.devcel.2014.01.030PMC3978655

[embr202255362-bib-0053] Swenson JM , Colmenares SU , Strom AR , Costes SV , Karpen GH (2016) The composition and organization of *Drosophila* heterochromatin are heterogeneous and dynamic. eLife 5: e16096 2751402610.7554/eLife.16096PMC4981497

[embr202255362-bib-0054] Tie F , Furuyama T , Prasad‐Sinha J , Jane E , Harte PJ (2001) The *Drosophila* Polycomb group proteins ESC and E(Z) are present in a complex containing the histone‐binding protein p55 and the histone deacetylase RPD3. Development 128: 275–286 1112412210.1242/dev.128.2.275

[embr202255362-bib-0055] Tong JK , Hassig CA , Schnitzler GR , Kingston RE , Schreiber SL (1998) Chromatin deacetylation by an ATP‐dependent nucleosome remodelling complex. Nature 395: 917–921 980442710.1038/27699

[embr202255362-bib-0056] Unhavaithaya Y , Shin TH , Miliaras N , Lee J , Oyama T , Mello CC (2002) MEP‐1 and a homolog of the NURD complex component Mi‐2 act together to maintain germline‐soma distinctions in *C. elegans* . Cell 111: 991–1002 1250742610.1016/s0092-8674(02)01202-3

[embr202255362-bib-0057] Wade PA , Jones PL , Vermaak D , Wolffe AP (1998) A multiple subunit Mi‐2 histone deacetylase from *Xenopus laevis* cofractionates with an associated Snf2 superfamily ATPase. Curr Biol 8: 843–846 966339510.1016/s0960-9822(98)70328-8

[embr202255362-bib-0058] Wang HB , Zhang Y (2001) Mi2, an auto‐antigen for dermatomyositis, is an ATP‐dependent nucleosome remodeling factor. Nucleic Acids Res 29: 2517–2521 1141065910.1093/nar/29.12.2517PMC55739

[embr202255362-bib-0059] Wang Z , Zang C , Cui K , Schones DE , Barski A , Peng W , Zhao K (2009) Genome‐wide mapping of HATs and HDACs reveals distinct functions in active and inactive genes. Cell 138: 1019–1031 1969897910.1016/j.cell.2009.06.049PMC2750862

[embr202255362-bib-0060] Xue Y , Wong J , Moreno GT , Young MK , Cote J , Wang W (1998) NURD, a novel complex with both ATP‐dependent chromatin‐remodeling and histone deacetylase activities. Mol Cell 2: 851–861 988557210.1016/s1097-2765(00)80299-3

[embr202255362-bib-0061] Yamada T , Yang Y , Hemberg M , Yoshida T , Cho HY , Murphy JP , Fioravante D , Regehr WG , Gygi SP , Georgopoulos K *et al* (2014) Promoter decommissioning by the NuRD chromatin remodeling complex triggers synaptic connectivity in the mammalian brain. Neuron 83: 122–134 2499195710.1016/j.neuron.2014.05.039PMC4266462

[embr202255362-bib-0062] Yoshida T , Hazan I , Zhang J , Ng SY , Naito T , Snippert HJ , Heller EJ , Qi X , Lawton LN , Williams CJ *et al* (2008) The role of the chromatin remodeler mi‐2beta in hematopoietic stem cell self‐renewal and multilineage differentiation. Genes Dev 22: 1174–1189 1845110710.1101/gad.1642808PMC2335314

[embr202255362-bib-0063] Zacharioudaki E , Falo Sanjuan J , Bray S (2019) Mi‐2/NuRD complex protects stem cell progeny from mitogenic notch signaling. Elife 8: e41637 3069417410.7554/eLife.41637PMC6379090

[embr202255362-bib-0064] Zhang Y , LeRoy G , Seelig HP , Lane WS , Reinberg D (1998) The dermatomyositis‐specific autoantigen Mi2 is a component of a complex containing histone deacetylase and nucleosome remodeling activities. Cell 95: 279–289 979053410.1016/s0092-8674(00)81758-4

[embr202255362-bib-0065] Zhang W , Aubert A , Gomez de Segura JM , Karuppasamy M , Basu S , Murthy AS , Diamante A , Drury TA , Balmer J , Cramard J *et al* (2016) The nucleosome remodeling and deacetylase complex NuRD is built from preformed catalytically active sub‐modules. J Mol Biol 428: 2931–2942 2711718910.1016/j.jmb.2016.04.025PMC4942838

[embr202255362-bib-0066] Ziffra RS , Kim CN , Ross JM , Wilfert A , Turner TN , Haeussler M , Casella AM , Przytycki PF , Keough KC , Shin D *et al* (2021) Single‐cell epigenomics reveals mechanisms of human cortical development. Nature 598: 205–213 3461606010.1038/s41586-021-03209-8PMC8494642

How the deposited data were processed for this re-analysis (not part of the article)

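The deposited files hold log2 ratios that the authors made with damidseq_pipeline before deposition: reads of the Dam fusion were set against reads of Dam alone per GATC fragment, build dm6. Versions of that pipeline and of the aligner are not given in the sources used here. The fragments were used as deposited, with no further normalisation: 383682 per file, of which 373710 lie on the 6 chromosome arms and 28 on the mitochondrial genome, with a median length of 196 bp. There are 20 profiles, no pair of them identical. Of these, 18 are mapped to 9 conditions with 2 replicates each, and 2 of unknown condition enter no comparison. The series lists 32 samples. Among them are 2 Dam-only libraries per driver, which have no profile of their own. The fusions of a driver therefore share these controls unless others were used. Samples of other assays were not analysed here.

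Genes come from the gene table of Release 6 plus ISO1 MT (dm6 family), which gives no strand and no exons. It holds 17684 genes on the arms, and 14719 with at least 3 fragments were tested. A gene score is the mean log2 ratio of the fragments the gene overlaps, weighted by overlap. 72 genes are at 0 in every mapped Mi-2 profile.

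Correlations were taken as Pearson r and Spearman rho over fragments, and on gene scores, and principal components over fragments with profiles unscaled and at unit SD. Peaks were runs of at least 2 consecutive fragments above a threshold, for thresholds at the 0.95 to 0.99 quantiles (steps of 0.01) of a replicate's own ratios. The false discovery rate is the number of runs of that length expected under random order within an arm over the number observed, and had to be below 0.01%. Regions from all thresholds were joined, and those overlapping by at least 1 bp in both replicates were merged. The peak caller gave 0 peaks in 20 random orders, which its own rule fixes, since its false discovery rate assumes random order. In the real profiles neighbouring fragments correlate, from 0.57 (elav-GAL4 Mi-2 replicate 1) to 0.87 (wor-GAL4 MTA1-like replicate 1). The error rate in them was thus not measured. On simulated data it found 250 of 250 planted stretches of 8 fragments, but 15, 25 and 45 of 250 planted stretches of 4 fragments in profiles built from elav-GAL4 Mi-2, wor-GAL4 Mi-2 and elav-GAL4 MTA1-like. Overlaps were compared with 1000 circular shifts, peak positions with 200, and the Enhancer of split region with 10000 random windows. dMec sites are Mi-2 peaks that overlap MEP-1 and neither MTA1-like nor HDAC1, and NuRD sites are Mi-2 peaks that overlap peaks of all the other 3 proteins; genes at them were compared with all genes by Fisher's exact test.

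Gene scores were compared with limma (empirical Bayes with the log2 number of fragments as trend, robust) and Benjamini-Hochberg adjustment, threshold 0.05. On simulated changes in unchanged profiles, limma recovered 23 of 100 genes at 0.5 log2 and 76 of 100 at 1 log2 for Mi-2 against MTA1-like, 36 and 71 for Mi-2 against HDAC1, and 39 and 86 for wor-GAL4 against elav-GAL4, with 1 unchanged gene of 14519 called in each. The 15 gene lists cover ovary and female germline, testis and spermatogenesis, cilium assembly and motility, synaptic transmission, ion channels, neural fate and temporal factors, the Enhancer of split complex, cell cycle, cytoplasmic ribosomal proteins, Hox and segmentation genes, glial, muscle, and fat body and gut genes, chemosensory receptors with odorant-binding proteins, and phototransduction. They were tested with camera with a preset correlation of 0.01 and with the estimated correlation.

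Alternatives tried were unit SD, quantile normalisation, genes with at least 1 fragment, genes extended by 1000 bp, limma without trend and robustness, limma on the 2 groups alone, a replicate block, leaving out each replicate, Spearman rho, gene scores, the 1000 fragments with the largest variance, log2 thresholds from 0.1 to 2.5, quantiles from 0.9, a false discovery rate of 1%, an overlap of at least 50%, and, added after the results were seen, overlaps of single replicates with different numbers.

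Genes named in the text are those the paper names in its Targeted DamID results or lists as de-repressed, those encoding the 4 profiled proteins, per comparison up to 6 largest increases and 6 largest decreases among called genes with at least 10 fragments and replicates that do not overlap, and of each gene list up to 4 members with the smallest adjusted p. Sites or genes singled out outside this rule are marked where they appear.

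Versions: Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, limma 3.58.1 and statmod 1.5.0.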

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

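The tests of another condition's profile under the Mi-2 label, of how little elav-GAL4 Mi-2 shares with the other drivers, of the type of Dam fusion, of protein differences between drivers with their alternatives, and of wor-GAL4 peaks of MEP-1, MTA1-like and HDAC1 were chosen after the results were seen, and the others before.

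The 2 Mi-2 profiles of elav-GAL4 neurons do not correlate with each other (r = -0.118). If a profile of another condition stood under the label, it should match that condition closely, but the highest correlation with any was 0.349 (SD 0.0520), of Mi-2 replicate 2 with MEP-1 replicate 2 of the same driver. If fragment noise hid a shared profile, averaging 100 fragments should reveal it, but the averages correlate at -0.188 (SD 0.155), while wor-GAL4 Mi-2 treated alike reaches 0.96. If the 2 Dam-only controls differed, taking out the mean replicate difference of MTA1-like and HDAC1 should restore the correlation, but it became -0.0082 (SD 0.125). That test cannot exclude the controls. The mean difference, taken out at a fitted slope of 0.278, also holds variation of those 2 fusions. No source says that same-numbered samples share a control. No biological explanation was tested, since the replicates share their condition.

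Mi-2 over genes such as pros, ey and VGlut differs between wor-GAL4 and elav-GAL4. A difference between the Dam-only controls of the drivers would move all fusions alike. The Mi-2 change correlates at 0.174 (SD 0.0231) with the HDAC1 change and 0.277 with the MTA1-like change, against 0.849 with the MEP-1 change. These values cannot exclude such a difference. Binding changes in the wider MTA1-like and HDAC1 ratios could hide a shared shift, and MEP-1 moves with Mi-2. That elav-GAL4 Mi-2 profiles may hold little of the binding seen elsewhere is consistent with a highest correlation over genes of 0.129 (SD 0.0993), with nSyb-GAL4, where wor-GAL4 and nSyb-GAL4 reach 0.615. A change of Mi-2 with cell type may account for the same values, so how much of the difference is due to cell type stays open.

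Mi-2 and MEP-1 stand apart from MTA1-like and HDAC1 in wor-GAL4 cells, and not clearly in elav-GAL4 neurons. Mi-2 and MEP-1 fusions were made as one type of Dam construct and MTA1-like and HDAC1 as another, so the type of fusion might group them, and membership of dMec might do so too. The highest mean correlation across types was 0.460 (SD 0.0366) in wor-GAL4 cells, below 0.623 for MTA1-like with HDAC1, and below 0.919 for Mi-2 with MEP-1. In elav-GAL4 neurons it was 0.213, for MEP-1 with MTA1-like, above 0.173 (SD 0.242) for Mi-2 with MEP-1, so there the type of fusion does not order the pairs as it should, by less than the SD over pairs. The type of fusion and membership of dMec cannot be told apart by these values, since each protein was made as 1 type only.

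Differences between proteins that change with the driver were flagged because a test of the change itself passed. The Mi-2 minus MTA1-like difference changed between wor-GAL4 and elav-GAL4 at 8022 genes (345 upwards and 7677 downwards in wor-GAL4; 3939 with unit SD), where the median over all genes shifts by -0.36 log2. Quantile normalisation over both drivers moves that median to -0.02 and gives 2877 genes, 1417 upwards and 1460 downwards, and taking out each profile's median gives 2027 upwards and 4752 downwards, so the lean downwards depends on the scaling. The Mi-2 minus HDAC1 difference changed at 2953 (1833 upwards and 1120 downwards; 2478 with unit SD, 2883 with quantile normalisation and 4527 with medians taken out). This count was 1108 without wor-GAL4 Mi-2 replicate 1, 1759 without elav-GAL4 Mi-2 replicate 2, 1669 without elav-GAL4 HDAC1 replicate 2, 1675 without wor-GAL4 HDAC1 replicate 1 and 1459 without wor-GAL4 HDAC1 replicate 2. For Mi-2 minus MEP-1 limma called 0 genes, with 994 at unadjusted p < 0.05, and 806 called with unit SD and 1646 with quantile normalisation.

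Profiles the paper reports no results for held peaks in wor-GAL4 cells: 152 of MEP-1, 844 of MTA1-like and 678 of HDAC1, where the same profiles with their signs turned gave 122, 207 and 32. Peaks of all 3 lie in pros and chn. The mitochondrial genome, outside the loci the paper discusses, had a mean of 6.61 log2 (SD 0.198) for HDAC1 in elav-GAL4 neurons and 4.00 (SD 0.0685) in wor-GAL4 cells, where the other fusions ranged from -0.85 for wor-GAL4 Mi-2 to 1.13 for wor-GAL4 MTA1-like.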

How the results depend on the processing

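Settings were fixed before the results were seen, apart from crossed pairing, overlaps of single replicates across numbers, gene ends in place of start sites, protein differences between drivers, and all of wor-GAL4 against nSyb-GAL4 and within wor-GAL4, chosen after. Where a value below moved, the cause was not tested.

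Planned results numbered 53 with 313 alternatives: 147 kept direction, side and size, 136 moved in size, 10 gained a call and 20 reversed. Of 75 planned tests of gene lists with 225 alternatives 189 kept their call, 35 lost it and 1 gained it. For the 65 results of genes named in the text 669 of 739 alternatives kept the call and direction, chn and pros against MTA1-like and HDAC1 among them. All 71 alternatives of the wor-GAL4 overlaps kept their call.

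Correlations in elav-GAL4 neurons. Mi-2 replicates turn from -0.118 to 0.0522 on gene scores. MEP-1 replicates (0.580) give 0.469 as Spearman rho and 0.706 on gene scores, MTA1-like (0.931) 0.876 and 0.967, HDAC1 (0.863) 0.744 and 0.917. MTA1-like with HDAC1 (0.533) gives 0.452 and 0.298, and 0.514 without replicate 2 or 0.601 without replicate 1. Without replicate 1 or 2 Mi-2 with MTA1-like gives 0.0249 or 0.176, MEP-1 with MTA1-like 0.2995 or 0.196, and MEP-1 with HDAC1 0.0610 or 0.221.

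The first component (68.2%) holds 38.6% with unit SD, 82.8% on the 1000 most variable fragments, and 69.8% or 73.0% without replicate 1 or 2. The second (17.7%) holds 21.6%, 8.01%, and 17.5% or 19.5%.

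Peaks with log2 thresholds from 0.1 to 2.5, quantiles from 0.90, and a false discovery rate of 1%: MEP-1 (110) 359, 216 and 624; MTA1-like (769) 1863, 1260 and 1357; HDAC1 (501) 1925, 904 and 1337. wor-GAL4 Mi-2 (180) gives 722, 376 and 661, nSyb-GAL4 Mi-2 (63) 507, 160 and 533, and elav-GAL4 Mi-2 (3) 9 with log2 thresholds and 76 at 1%. Without replicate 1 or 2 the counts are 45 or 49 for elav-GAL4 Mi-2, 352 or 256 for MEP-1, 287 or 279 for wor-GAL4 Mi-2 and 110 or 131 for nSyb-GAL4 Mi-2. pros and chn carry elav-GAL4 MTA1-like and HDAC1 peaks in the main setting.

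Shares in elav-GAL4 neurons with a false discovery rate of 1%, and without replicate 1 or 2: Mi-2 peaks meeting MEP-1 (0%) 17.1%, 28.9% or 22.4%, and 33.3% with log2 thresholds. MEP-1 peaks meeting Mi-2 (0%) 2.08%, 3.69% or 4.30%, and 0.836% with log2 thresholds. Mi-2 meeting MTA1-like (0%) 10.5%, 22.2% or 18.4%; MTA1-like meeting Mi-2 (0%) 1.01% or 0.911% without a replicate. Mi-2 meeting HDAC1 (33.3%, not above shifts) 22.4%, 15.6% or 18.4%, all above shifts. HDAC1 meeting Mi-2 (0.1996%) 1.27%, 0.986% or 1.33%, and 0.1996% with 50% overlap, above shifts. Mi-2 meeting either (33.3%) 25.0%, 28.9% or 26.5%, and both (0%) 7.89%, 8.89% or 10.2%. Across replicate numbers the shares of single Mi-2 replicates all stay above shifts, the lowest being 6.12% for Mi-2 replicate 1 with MEP-1 replicate 2. dMec sites (0) become 6 or 8 (6 or 10 genes), and NuRD sites (0) 2 or 1 (3 or 0 genes).

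Regions with more Mi-2, then genes, with unit SD, log2 thresholds, a false discovery rate of 1%, and without replicate 1 or 2. elav-GAL4 above wor-GAL4 (55 and 70): regions 21, 115, 610, 138 or 224, genes 22, 176, 683, 162 or 270. wor-GAL4 above elav-GAL4 (82 and 77): regions 13, 419, 432, 193 or 295, genes 8, 440, 304, 148 or 242. elav-GAL4 above nSyb-GAL4 (28 and 39): regions 15, 122, 395, 83 or 96, genes 24, 198, 478, 103 or 122. nSyb-GAL4 above elav-GAL4 (18 and 17): regions 7, 111, 181, 47 or 141, genes 7, 143, 159, 42 or 133. Genes both ways between elav-GAL4 and wor-GAL4 (5): 0, 10, 35, 10 or 13, and 3 where the higher cell type must be above 0; between elav-GAL4 and nSyb-GAL4 (0): 11 at 1%, and 2 or 5.

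HDAC1 at gene ends over interiors (0.19 log2) is 0.13 as a median over genes and 0.14 for genes with no other gene within 2000 bp. The Enhancer of split level with wor-GAL4 (0.54) is 1.10 with unit SD and 0.29 as the median of fragments. With elav-GAL4 (0.02) it is -0.0534 with unit SD, 0.13 without replicate 1 and -0.0878 without replicate 2. With nSyb-GAL4 (-0.03) it is -0.0943 with unit SD and 0.0061 as the median of fragments. E(spl)mbeta-HLH between wor-GAL4 and elav-GAL4 turns from -1.11 to 0.0723 with the gene extended by 1000 bp.

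Genes called with unit SD and quantile normalisation: Mi-2 against MTA1-like (8350) 2669 and 3244, 4180 without Mi-2 replicate 2 and 9888 without MTA1-like replicate 2. Against HDAC1 (4691) 2695 and 2819, 7149 with genes extended by 1000 bp, 2801 without Mi-2 replicate 1 and 3154 without HDAC1 replicate 2. Against MEP-1 (0) 287 and 1081, and 2 with genes of 1 fragment. Between wor-GAL4 and elav-GAL4 (5559) 1506 and 1396, 2478 without wor-GAL4 replicate 1 and 4926 without wor-GAL4 replicate 2. Between nSyb-GAL4 and elav-GAL4 (1345) the count is 639 with genes of 1 fragment, 2078 with extended genes, 715 without trend and robustness, and 1 without elav-GAL4 replicate 1 or any other of the 4 libraries.

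Lists past the threshold: Mi-2 against MTA1-like 5, HDAC1 11, MEP-1 4, wor-GAL4 against elav-GAL4 4, nSyb-GAL4 against elav-GAL4 2. With an estimated correlation each of these is 0, and with unit SD the third is 2 and the fourth 1. Of all 26 list calls 19 hold with unit SD.

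No source says that replicate numbers pair the samples. With the replicate block Mi-2 against MTA1-like gives 8671 genes, against HDAC1 4777, against MEP-1 0, wor-GAL4 against elav-GAL4 4357 and nSyb-GAL4 against elav-GAL4 445, and 24 of 26 list calls hold. Deviations of same-numbered Mi-2 replicates correlate in elav-GAL4 at 0.261 with MEP-1, 0.356 with MTA1-like and 0.0331 with HDAC1, in wor-GAL4 at 0.597, 0.365 and 0.513, and at -0.240 between elav-GAL4 and wor-GAL4 and -0.272 between wor-GAL4 and nSyb-GAL4. Those of MEP-1 with HDAC1 in elav-GAL4 correlate at 0.596. Crossed pairing gives 4988 genes for wor-GAL4 against elav-GAL4 and 2805 for wor-GAL4 against nSyb-GAL4, and 105 regions (131 genes) with more Mi-2 in elav-GAL4 than wor-GAL4.

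Read counts are not part of the ratios, so what depth limits was not measured. Shares by exon and promoter, start-site profiles, motif densities and genes extended upstream by strand were not run.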

Differences from the paper's values

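The alternatives named here were set before the data were examined, and gene ends in place of start sites were chosen after the results were seen. The paper's peak caller was not run here, its thresholds beyond the false discovery rate are not stated, and the rule used here takes its thresholds from each replicate's quantiles, so counts of peaks stand beside counts made by another tool. No run shorter than 4 fragments passed here in the main setting.

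Mi-2 with MEP-1 in elav-GAL4 neurons: the paper gives 0.94 and 0.95, labelled as a squared Pearson coefficient, and the mean r here is 0.173, or 0.0301 squared. All alternatives stay apart from it: rho 0.132, fragments that are not 0 0.174, gene scores 0.181, without replicate 1 0.349 and without replicate 2 0.268.

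For replicates the paper gives 0.85 to 0.95, labelled as a squared Spearman coefficient. Here rho runs from -0.105 (Mi-2) to 0.876 (MTA1-like), and squared from 0.0110 to 0.767. MTA1-like lies within the paper's range as rho or as squared Pearson r (0.866), and Mi-2 and MEP-1 under no alternative. For Mi-2 replicates the paper shows about 0.99 in Fig EV1A, read by eye, and r here is -0.118. For MEP-1 replicates it shows about 0.98 in Fig EV1A, read by eye, and r here is 0.580, or 0.706 on gene scores. No alternative closes these. The values for MTA1-like and HDAC1 replicates match those printed in the figure, at 0.931 and 0.863. Whether the deposited elav-GAL4 Mi-2 and MEP-1 files are those behind the figure was not tested, so the passages on these profiles describe the deposited files.

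Between proteins the paper shows about 0.39 for Mi-2 with MTA1-like in Fig EV1A, read by eye, and the value here is 0.0386. For Mi-2 with HDAC1 it shows about 0.20 in Fig EV1A, read by eye, and the value here is 0.0178. No alternative closes either. For MEP-1 with MTA1-like it shows about 0.32 in Fig EV1A, read by eye, and the value here is 0.213; gene scores (0.253) and leaving out replicate 1 (0.2995) lie within the SD over pairs (0.0776) of it, and the other alternatives do not. For MEP-1 with HDAC1 it shows about 0.26 in Fig EV1A, read by eye, and the value here is 0.0731; Spearman rho (0.172) and leaving out replicate 2 (0.221) lie within the SD over pairs (0.102) of it, and the other alternatives do not.

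Mi-2 peaks: the paper gives 10420 with elav-GAL4 and the count here is 3, with alternatives up to 76. It gives 7054 with nSyb-GAL4 and the count here is 63, up to 533. It shows about 9000 with wor-GAL4 in Fig 6B, read by eye, and the count here is 180, up to 722. No alternative closes any of these.

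Genes with more Mi-2 both ways between elav-GAL4 and nSyb-GAL4: the paper gives 2144 and the count here is 0, up to 11. So few regions were called here that 0.05 such genes would be expected if the directions fell independently. Between elav-GAL4 and wor-GAL4 the paper shows about 2600 in Fig 6C, read by eye, and the count here is 5, up to 35. Genes with more Mi-2 in elav-GAL4 than wor-GAL4 are about 6700 in Fig 6C, read by eye, and 70 here (22 to 683); in wor-GAL4 than elav-GAL4 about 5100 in Fig 6C, read by eye, and 77 here (8 to 440). In elav-GAL4 than nSyb-GAL4 they are about 7700 in Fig 6C, read by eye, and 39 here (24 to 478); in nSyb-GAL4 than elav-GAL4 about 4400 in Fig 6C, read by eye, and 17 here (7 to 159). No alternative closes any of these.

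The paper groups Mi-2 and MEP-1 in one cluster on its leading components. Here too both lie near 0 on the first and the second, apart from MTA1-like and HDAC1. Loadings on the second were -0.03 and 0.04 for Mi-2 and -0.02 and -0.09 for MEP-1. With unit SD, MEP-1 (0.56 and 0.60) and Mi-2 replicate 2 (0.47) load together on the second, and Mi-2 replicate 1 (-0.03) does not. On the third, unscaled, MEP-1 loads at 0.70 and 0.44 and Mi-2 at 0.05 and 0.47.

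The paper reports that MEP-1 and Mi-2 meet at nearly all loci and that most MTA1-like peaks meet Mi-2. Here, with 3 Mi-2 peaks, 0 of 110 MEP-1 peaks and 0 of 769 MTA1-like peaks do. Single replicates give 28.9% and 22.4% of Mi-2 peaks with MEP-1 and 22.2% and 18.4% with MTA1-like, above shifted peaks.

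The paper ranks elav-GAL4 neurons first in Mi-2 peaks. Here wor-GAL4 cells rank first and elav-GAL4 neurons last, under every setting run.

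The paper describes strong Mi-2 over the Enhancer of split complex in NSCs and in immature neurons. Here it is raised with wor-GAL4 (0.54) and at 0.02 with elav-GAL4, where replicate 1 alone gives -0.09 and replicate 2 alone 0.13. In mature neurons, where the paper reports no significant Mi-2 there, it is -0.03 with nSyb-GAL4, and 0 genes of the complex are called between mature and elav-GAL4 neurons, the nearest being E(spl)m2-BFM (-0.55, adjusted p = 0.0647) and E(spl)m8-HLH (0.52, adjusted p = 0.0697).

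The paper states that a smaller share of HDAC1 peaks than of MTA1-like peaks is shared with Mi-2. Here the shares are 0.1996% and 0%, with 3 Mi-2 peaks. Leaving out replicate 2 gives 1.33% and 0.911%, and a false discovery rate of 1% gives 1.27% and 0.590%. In these settings HDAC1 has the larger share, the reverse of the paper's order. Leaving out replicate 1 gives 0.986% and 1.01%, nearly level. None of these differences was tested.

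The paper places Mi-2 and MEP-1 in gene bodies. Here 41.8% of MEP-1 peaks lie in gene interiors, where shifted peaks averaged 50.0%, and 2 of 3 Mi-2 peaks do. It places HDAC1 at starts of genes, and here 40.7% of HDAC1 peaks lie at gene ends, starts and stops not being told apart without strand.

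The paper's neural and ciliary gene groups at NuRD and dMec sites have no counterpart here, with 0 sites of each kind in elav-GAL4 neurons. The paper states that chn gains and loses Mi-2 in different parts as neurons mature. Here no gene holds regions both ways, but too few regions were called to show an absence. There is 1 Mi-2 peak in chn in mature neurons and 0 in elav-GAL4 neurons.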

Other observations

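No test in this part decides between explanations, and the comparisons within wor-GAL4 cells and between wor-GAL4 and nSyb-GAL4 were chosen after the results were seen.

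In wor-GAL4 cells Mi-2 and MEP-1 peaks overlap more than shifted peaks do. Of 180 Mi-2 peaks 101 met MEP-1 (56.1%; 0.84% after circular shifts), 103 met MTA1-like (57.2%), 30 met HDAC1 (16.7%), 107 met either (59.4%) and 26 met both (14.4%), and 101 of 152 MEP-1 peaks met Mi-2 (66.4%), each with permutation p = 0.002, the smallest possible. Mi-2 and MEP-1 profiles correlate at a mean r of 0.919, Mi-2 with MTA1-like at 0.460 and with HDAC1 at 0.143. Profiles of 1 driver share Dam-only controls unless libraries beyond those listed were used, and shifts do not account for that. Across replicate numbers the shares stayed above shifts (permutation p = 0.002 each), with MEP-1 at 47.3% of 279 Mi-2 peaks in replicate 1 and 52.6% of 287 in replicate 2, with MTA1-like at 52.7% and 56.8% and with HDAC1 at 13.3% and 19.5%, and controls shared by both numbers stay untested. There were 34 dMec sites (35 genes) and 14 NuRD sites, where peaks of all 4 proteins meet (13 genes), and of the lists only glial genes held a dMec site, at nrv2 (1 of 18; Fisher's exact test, adjusted p = 0.630).

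The proneural gene tap scored 3.45 for MTA1-like and -0.21 for Mi-2 in wor-GAL4 cells (limma, adjusted p = 6.1e-06), the forkhead gene jumu 3.03 and 0.70 (adjusted p = 1.1e-05) and the Hox gene Antp 1.12 and 0.08 (adjusted p = 6.1e-06). The NSC gene ase scored 2.28 for HDAC1 and -0.60 for Mi-2 (adjusted p = 5.8e-05), the phosphatase gene stg, which drives mitosis, 1.86 and -0.27 (adjusted p = 1.9e-05), and RnrS 2.40 and -0.56 (adjusted p = 4.1e-05). Mi-2 exceeded or fell short of MTA1-like at 6619 genes (27.6% higher; 79.6% of 8047 with quantile normalisation, which moves the median of all genes from -0.04 to 0.14), and of HDAC1 at 8277 (29.2% higher; 55.0% of 9771 with quantile normalisation, median -0.07 to 0.06). Against MEP-1 limma called 0, with 1443 at unadjusted p < 0.05 and 778 called with quantile normalisation.

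Of 42 neural fate factors 40 were lower for Mi-2 than MTA1-like (40 adjusted over the list alone; median -1.37; camera, adjusted p = 6.0e-14; adjusted p = 0.809 with an estimated correlation). Of 37 cell cycle genes 33 were lower for Mi-2 than HDAC1 (33 lower and 1 higher adjusted over the list alone; median -0.90; adjusted p = 3.4e-07; adjusted p = 0.661 with an estimated correlation), while 21 of 50 synaptic genes were higher and 4 lower (20 and 4 adjusted over the list alone; median 0.11; adjusted p = 1.3e-05; adjusted p = 0.661 with an estimated correlation).

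Between wor-GAL4 cells and mature neurons Mi-2 was higher in the former at ey (0.69 log2, adjusted p = 0.0048), pros (0.46, adjusted p = 0.0053), wor (0.60, adjusted p = 0.0081), chn (0.25, adjusted p = 0.0174) and the vesicle traffic gene Rab27 (1.20, adjusted p = 0.0048), and lower at pav (-0.55, adjusted p = 0.0058) and CG14227 (-1.18, adjusted p = 0.0063). All 7 calls are lost with unit SD, with quantile normalisation and without nSyb-GAL4 replicate 1, while the differences keep their sign: with quantile normalisation they run from 0.07 (chn) to 0.97 (Rab27) where higher, with -0.38 at pav and -0.64 at CG14227, and without nSyb-GAL4 replicate 1 from 0.19 to 1.24, with -0.57 and -1.36. With unit SD all 7 keep their sign too. The call of chn is lost also without wor-GAL4 replicate 1 (0.25) or replicate 2 (0.25), and that of wor without nSyb-GAL4 replicate 2 (0.60). limma called 3688 genes (70.9% higher), 0 with unit SD (3635 at unadjusted p < 0.05), 1 with quantile normalisation, 0 without nSyb-GAL4 replicate 1, 480 without nSyb-GAL4 replicate 2 and 897 without wor-GAL4 replicate 1. Of 42 neural fate factors 25 were higher and 1 lower (26 and 1 adjusted over the list alone; median 0.31; camera, adjusted p = 1.0e-04; adjusted p = 0.907 with an estimated correlation), a median of 0.15 with quantile normalisation. Regions with more Mi-2 numbered 84 (71 genes) in wor-GAL4 cells and 111 (119 genes) in mature neurons. The order turns with log2 thresholds (343 against 198) and where the higher cell type must be above 0 (84 against 50), and Mur2B, br and pros, named after the values were seen, held both kinds.

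The genes vas, gammaTub37C, RpS5b, CG15446 and a10, which the paper's text names as de-repressed, hold no peak of any protein with any driver. Neither do qin, fs(1)Yb and CG8526. The gene of HDAC1 scored 1.64 and 1.48 in the elav-GAL4 HDAC1 replicates and 2.55 and 2.45 in those of wor-GAL4, and MTA1-like scored 1.42 and 1.48 in its own wor-GAL4 replicates. The fusion transgenes carry coding sequence of these genes, and whether the values come from it was not tested.

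The 2 profiles of unknown condition have sample titles that name elav-GAL4 with MEP-1 and file labels that name nSyb-GAL4 with MEP-1. Of these, sample 1 correlates at 0.935 and 0.807 with nSyb-GAL4 Mi-2 replicates 1 and 2, at 0.0065 and 0.329 with elav-GAL4 MEP-1 and at 0.642 and 0.633 with wor-GAL4 Mi-2. Sample 2 correlates at 0.769 and 0.898, at 0.148 and 0.271, and at 0.613 and 0.505 with the same profiles, and the pair at 0.806 with each other.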
